# The Transition from Primary siRNAs to Amplified Secondary siRNAs That Regulate Chalcone Synthase During Development of *Glycine max* Seed Coats

**DOI:** 10.1371/journal.pone.0076954

**Published:** 2013-10-21

**Authors:** Young B. Cho, Sarah I. Jones, Lila Vodkin

## Abstract

The *I* locus is a 27-kb inverted repeat cluster of chalcone synthase genes *CHS1-3-4* that mediates siRNA down-regulation of *CHS7* and *CHS8* target mRNAs during seed development leading to yellow seed coats lacking anthocyanin pigments. Here, we report small RNA sequencing of ten stages of seed development from a few days post fertilization through maturity, revealing the amplification from primary to secondary short interfering RNAs (siRNAs) occurring during development. The young seed populations had a higher proportion of siRNAs representing the *CHS1-3-4* gene family members, consistent with this region as the origin of the primary siRNAs. More intriguingly, the very young seed had a higher proportion of 22-nt *CHS* siRNAs than did the mid-maturation seed. We infer that the primary *CHS* siRNAs increase during development to levels sufficient to trigger amplification of secondary *CHS* siRNAs from the *CHS7*/*8* target mRNAs, enabling the total levels of 21-nt *CHS* siRNAs to rise dramatically. Further, we demonstrate that the soybean system exhibits tissue-specific *CHS* siRNA production because primary *CHS* siRNA levels are not sufficient to trigger secondary amplification in tissues other than the seed coat.

## Introduction

Unique features of the gene silencing *I* (inhibitor) locus in soybean that paralleled co-suppression phenomena have been described [1] and the locus has been shown to be an example of naturally occurring RNA interference (RNAi) [2], [3]. The *I* locus produces tissue-specific siRNAs from an unusual arrangement of chalcone synthase (*CHS*) genes and these *CHS* siRNAs subsequently target *in trans CHS* mRNAs from genes located on different chromosomes [4].

The *I* locus was first identified as a region of duplicated and inverted *CHS* genes by DNA blotting and PCR mapping of 15 pairs of isogenic lines which showed that mutations of a dominant allele (*I* or *i^i^*) to the recessive allele (*i*) delete promoter sequences, paradoxically resulting in increased total *CHS* transcript levels and thereby pigmented (black) seed coats [1]. The inhibitory effects of this naturally occurring mutation appeared to parallel the co-suppressive phenotypes found in transgenic *Petunia* lines carrying multiple inserted copies of the *CHS* genes [5], [6]. Sequencing bacterial artificial chromosomes (BACs) from the Williams soybean variety containing the dominant *i^i^* allele revealed that five (*CHS1, CHS3, CHS4, CHS5,* and *CHS9*) of the nine *CHS* gene family members are located in a 230-kb region [7], [8]. *CHS1, CHS3*, and *CHS4* are located in two 10.91-kb perfect and inverted repeat clusters separated by 5.87 kb of intervening sequence.

The relative expression profiles of *CHS* gene family members were examined by quantitative RT-PCR in the seed coats of two near-isogenic pairs that result from independently occurring mutations of the dominant *I* allele to the recessive *i* allele or of the dominant *i^i^* allele to the recessive *i* allele [3]. Decreased expression of the *CHS7/8* genes results in the lack of pigmentation in the yellow seed coats (*I* and *i^i^*). Both small RNA blots and high throughput small RNA sequencing from three genotypes (*I, i^i^* and *i* alleles) of soybeans revealed that *CHS* siRNAs accumulated only in the yellow seed coats containing either dominant *I* or *i^i^* alleles and not in the pigmented seed coats with homozygous recessive *i* genotypes [4]. Interestingly, the *CHS* siRNAs were generated in a tissue-specific manner. *CHS* siRNAs did not accumulate in the cotyledons of the genotype with dominant *I* or *i^i^* alleles and yellow seed coats [4], thus allowing isoflavones to be produced in the cotyledons [9] since *CHS7/8* mRNAs are not down-regulated in the cotyledons.

The generation pathway of *CHS* siRNAs involved in silencing the *I* locus was proposed [4]. A putative double stranded (ds) RNA generated from within a 27-kb inverted *CHS* region comprised of two clusters of the *CHS1-3-4* and *CHS4-3-1* genes is cleaved into primary siRNAs representing both strands that are amplified by RNA-dependent RNA polymerase (RdRP) to generate secondary *CHS* siRNAs from the target *CHS7/8* mRNAs, which are capable of down-regulating all members of the *CHS* gene family. On the other hand, *CHS7/8* mRNAs are highly expressed in the pigmented seed coats in which *CHS* siRNA production has been abolished by deletions in the *CHS* cluster regions in the mutant *i* allele.

Small RNA sequencing of co-suppressed, non-pigmented transgenic petunia flowers with introduced *CHS* genes has shown that *CHS* siRNAs are the causative factor of silencing the pigment pathway in flowers [10]. There are many commonalities between the naturally occurring soybean seed coat and the transgenic petunia systems [11]. These similarities include *CHS* siRNAs that are predominantly 21 nt in size and match both sense and antisense strands primarily of exon 2 of the conserved target *CHS* genes, likely through amplification of the original signal through RdRP.

Here, we sequenced small RNA populations from a developmental series representing ten stages of seed development from a few days post fertilization through seed maturity. Due to the sequence polymorphisms between the *CHS* siRNA origin and target genes, we were able to reveal the amplification from primary to secondary *CHS* siRNAs that occurred early in development. The primary *CHS* siRNAs were lower in abundance but composed of a higher proportion of 22-nt small RNAs, whereas the more abundant secondary *CHS* siRNAs were primarily 21 nt in size. A developmental amplification from primary to secondary siRNAs has not previously been tracked in either naturally occurring or transgenic plant systems. We also demonstrate that *CHS* siRNA production is specific to the seed coats as other tissues including cotyledons, roots, leaves, and stems do not produce sufficient primary siRNAs for amplification to secondary siRNAs.

## Results

### Differential Expression of *CHS* siRNAs during Seed Development

Although *CHS1, 2, 3, 4, 5, 6* and *9* share 93% to 98% pairwise identity by nucleotide sequence, they are only 82% similar to *CHS7* and *CHS8*. The dispersed nucleotide polymorphisms between these two groups of *CHS* genes present the opportunity to distinguish siRNAs representing the *CHS7/8* mRNAs that are down-regulated *in trans* by *CHS1/3/4* primary siRNAs originating from the *I* locus, which is defined by inverted repeats of *CHS1, CHS3* and *CHS4* genes (referred to as the *CHS1-3-4* clusters). To determine the pattern of *CHS* siRNAs during the entire span of seed development, we constructed small RNA libraries from ten stages of seed development of the cultivar Williams (*i^i^*) as shown in Figure 1. In the early developmental periods from 4 DAF (days after flowering) through 22–24 DAF, whole seeds were used as the maternal seed coat is proportionally a larger part of the whole seed, which is too small for hand dissection. Beginning at the 5–6 mg weight range, the developmental staging is more accurate using a combination of seed fresh weight and color changes. At that time the seed are large enough to dissect the seed coat free of the cotyledons and embryonic axis. Table 1 lists details on the small RNA sequencing, ranging generally from 10 to 30 million reads from each of the ten developmental stages. Two biological repeats were made for eight of the ten developmental stages.

**Figure 1:**
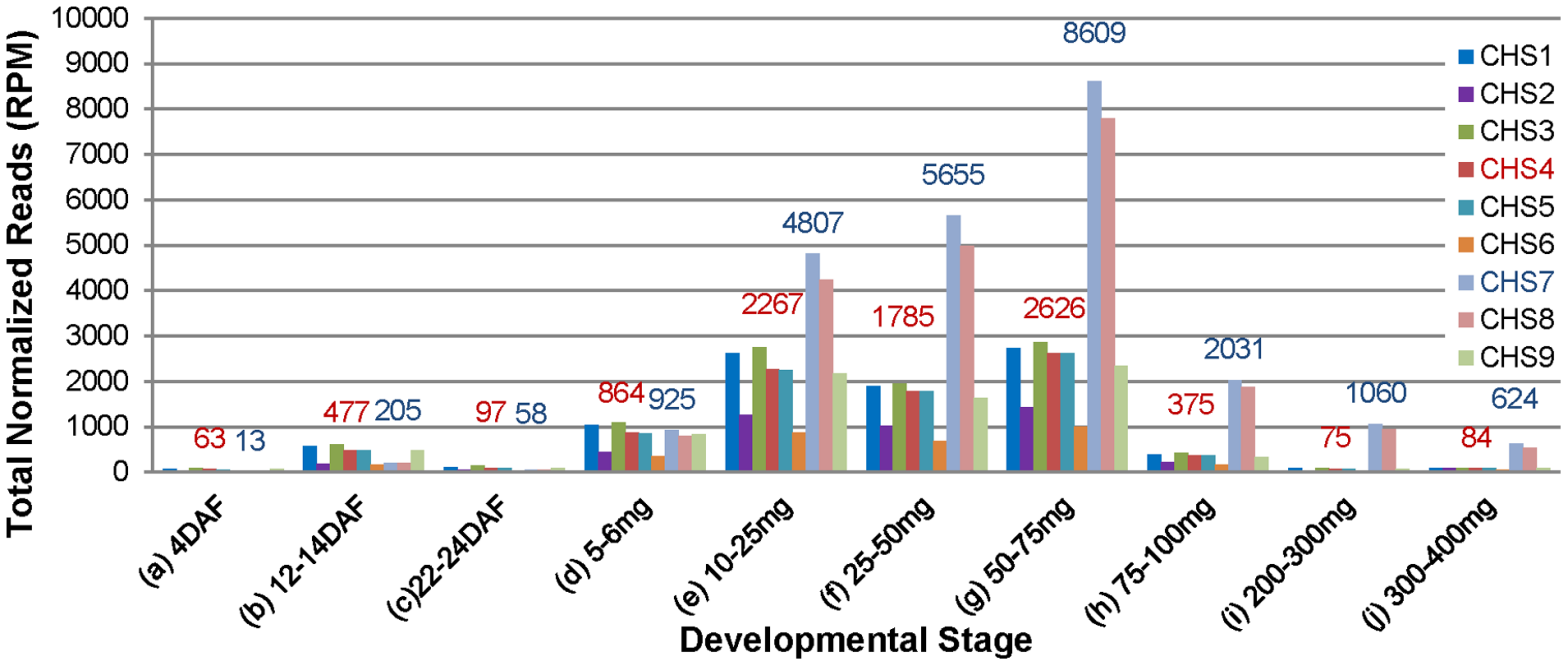
Total Counts of *CHS* siRNAs for Each *CHS* Gene Reveal *CHS7/8* siRNAs are Dramatically Increased During Seed Coat Development. *CHS* siRNAs from small RNA libraries of ten developmental stages of the cultivar Williams *i^i^* were filtered to identify those with 100% identity to individual *CHS* genes as indicated by the color chart. RPM, reads per million. Numbers above the bar indicate the total counts of *CHS4* (red) and *CHS7* (blue) siRNAs. Developmental stages are whole seed from (a) 4 DAF (Days After Flowering); (b) 12–14 DAF; and (c) 22–24 DAF; seed coats dissected from immature green seed of fresh weight (d) 5–6 mg; (e) 10–25 mg; (f) 25–50 mg; (g) 50–75 mg; (h) 75–100 mg; (i) 200–300 mg; and seed coats from (j) 300–400 mg yellow, desiccating seed.

**Table 1:** Summary Information on Eighteen Sequenced Small RNA Libraries from a Developmental Series of Williams (PI548631) Seed and Seed Coats Including Developmental Stage and Number of Reads.

Tissue	Developmental stage	Replicate	Instrument model	# of Reads
**Whole Seed**	4 days after flowering	BR1	Illumina HiSeq 2000	27.0 M
**Whole Seed**	4 days after flowering	BR2	Illumina HiSeq 2000	12.1 M
**Whole Seed**	12–14 days after flowering	BR1	Illumina HiSeq 2000	35.2 M
**Whole Seed**	12–14 days after flowering	BR2	Illumina HiSeq 2000	13.1 M
**Whole Seed**	22–24 days after flowering	BR1	Illumina HiSeq 2000	30.8 M
**Whole Seed**	22–24 days after flowering	BR2	Illumina HiSeq 2000	10.3 M
**Seed Coat**	5–6 mg fresh weight	BR1	Illumina HiSeq 2000	17.8 M
**Seed Coat**	5–6 mg fresh weight	BR2	Illumina HiSeq 2000	25.3 M
**Seed Coat**	10–25 mg fresh weight	NA	Illumina HiSeq 2000	12.0 M
**Seed Coat**	25–50 mg fresh weight	NA	Illumina HiSeq 2000	12.0 M
**Seed Coat**	50–75 mg fresh weight	BR1	Illumina Genetic Analyzer	*2.9 M
**Seed Coat**	50–75 mg fresh weight	BR2	Illumina HiSeq 2000	11.5 M
**Seed Coat**	75–100 mg fresh weight	BR1	Illumina Genome Analyzer II	30.1 M
**Seed Coat**	75–100 mg fresh weight	BR2	Illumina HiSeq 2000	10.5 M
**Seed Coat**	200–300 mg fresh weight	BR1	Illumina HiSeq 2000	31.3 M
**Seed Coat**	200–300 mg fresh weight	BR2	Illumina HiSeq 2000	14.8 M
**Seed Coat**	300–400 mg fresh weight	BR1	Illumina Genome Analyzer II	34.0 M
**Seed Coat**	300–400 mg fresh weight	BR2	Illumina HiSeq 2000	17.1 M

The PI number is an accession number by which information on the cultivar is searchable in the USDA GRIN (Germplasm Resources Information Network). Williams is homozygous dominant *i^i^* genotype with yellow seed coats.

* This library was previously reported in [4]. BR1 and BR2 are biological repeats; NA, not applicable.

Figure 1 shows the normalized total counts in reads per million (RPM) of *CHS* siRNAs that map with 100% identity to each of the nine *CHS* genes during seed development. The normalized *CHS* siRNA counts were initially low in the 4 DAF seed at less than 100 RPM and also in the 12–14 DAF and 22–24 DAF seed. Then, they increased to about 900 RPM in seed coats from immature seed of 5–6 mg fresh weight, after which they increased dramatically, reaching the highest levels of 8600 for *CHS7* in seed coats from 50–75 mg immature seed. After this peak, the *CHS* siRNAs decreased as the seed increased in size and began desiccation. An analysis of *CHS* siRNAs from a biological repeat (Figure S1) of eight of the ten stages shows the same pattern as Figure 1 with maximal *CHS* siRNAs found in the 50–75 mg stage.

Strikingly, the expression pattern of Figure 1 and Figure S1 enables us to distinguish the primary siRNAs originating from the *CHS1-3-4* clusters of the *I* locus from those representing secondary siRNAs matching target mRNAs encoded by *CHS7* and *CHS8*. The secondary *CHS7/8* siRNAs showed an increase in the 5–6 mg seed coats and peaked at the 50–75 mg stages. The predominance of secondary *CHS7/8* siRNAs remained during the rest of development in seed coats dissected from the immature green seed of 75–100 mg and 200–300 mg, as well as from 300–400 mg yellow seed coats that were undergoing desiccation. These data demonstrate that the amplification from primary to secondary *CHS* siRNAs occurs during seed coat development.

### Primary siRNAs are Predominant before Accumulation of 21-nt Secondary siRNAs

To investigate characteristics of secondary *CHS* siRNAs which are amplified during development, an analysis of the size distribution of *CHS* siRNAs was conducted. Figure 2 clearly shows that *CHS7/8* siRNAs, which increased dramatically during development, were 21 nt in size. To the contrary, the *CHS1/3/4* siRNAs were predominantly 22 nt in size up to the 5–6 mg stage (Figure 2). These data suggest that secondary *CHS* siRNAs were predominantly 21 nt in size and that the primary siRNAs consist of a slightly higher proportion of 22-nt siRNAs. However, in the early developmental stages, 21-nt primary *CHS* siRNAs are also actively generated along with the 22-nt size class. Similar results were found for the biological repeat (Figure S2).

**Figure 2:**
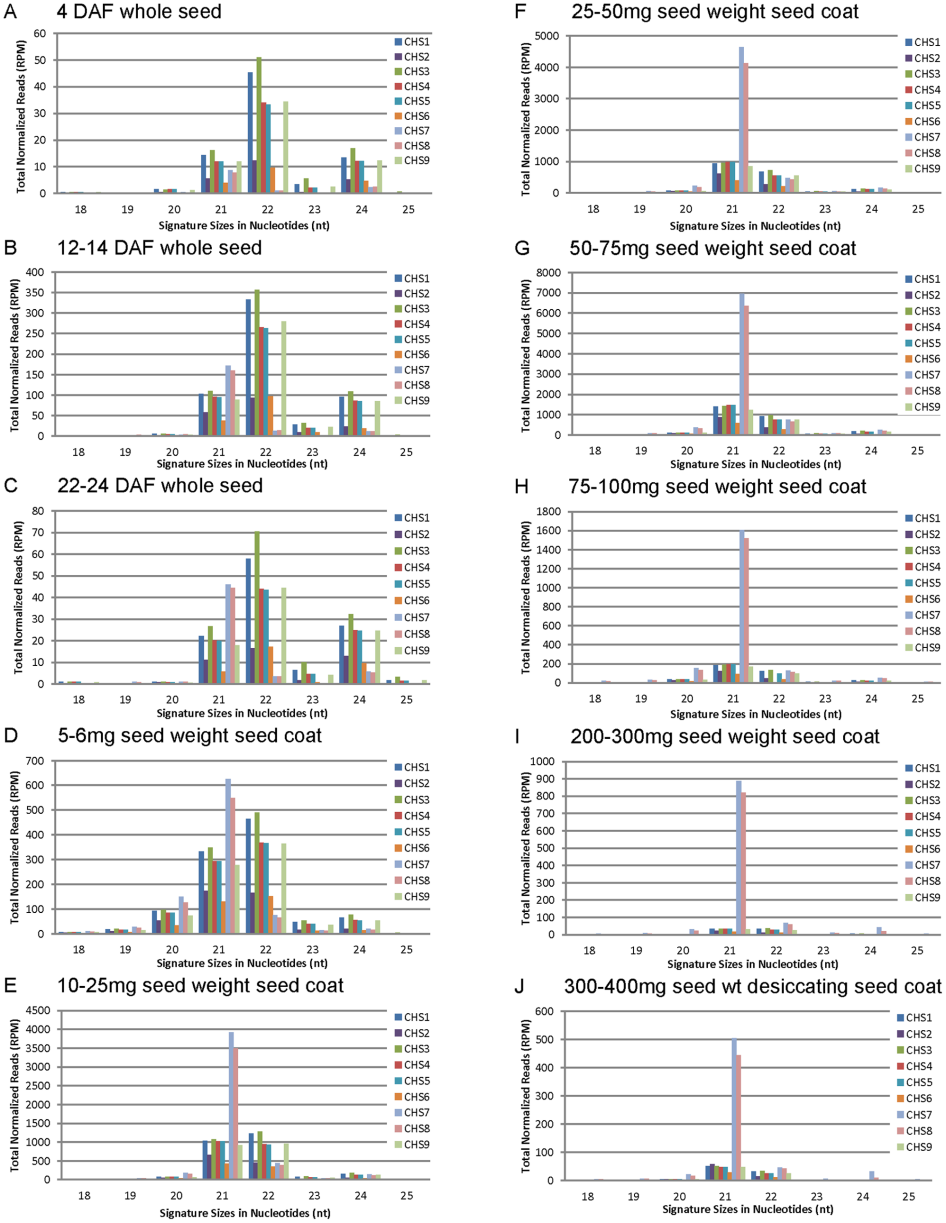
Size Distributions of *CHS* siRNAs Reveal the Amplification of 21-nt Secondary siRNAs During Seed Coat Development. *CHS* siRNAs from small RNA libraries of the same ten developmental stages A-J as described in Figure 1 were analyzed for their size distributions between 18 and 25 nt. The normalized total counts in reads per million (RPM) are shown for each *CHS* gene according to the color chart.

A comparison of total counts of 21-nt and 22-nt primary *CHS4* siRNAs and 21-nt secondary *CHS7* siRNAs that are unique to either *CHS4* or *CHS7* shows that 21-nt secondary siRNAs were highly amplified during seed coat development compared to those of primary *CHS* siRNAs (Figure 3 and Figure S3). RdRPs are involved in RNA amplification of primary siRNAs and generate secondary siRNAs [12]–[14]. In the soybean seed coat, we demonstrate that this amplification started at an early developmental stage around 5–6 mg (Figures 2 and 3) likely at the stage when *CHS7*/*8* mRNAs begin to be expressed in the seed coats at higher levels. The *CHS7/8* mRNAs are then susceptible to degradation by primary siRNAs, and amplification is guided by the primary *CHS1/3/4* siRNAs that are produced initially from the triggering clusters of the *CHS1-3-4* genes of the dominant *i^i^* allele.

**Figure 3:**
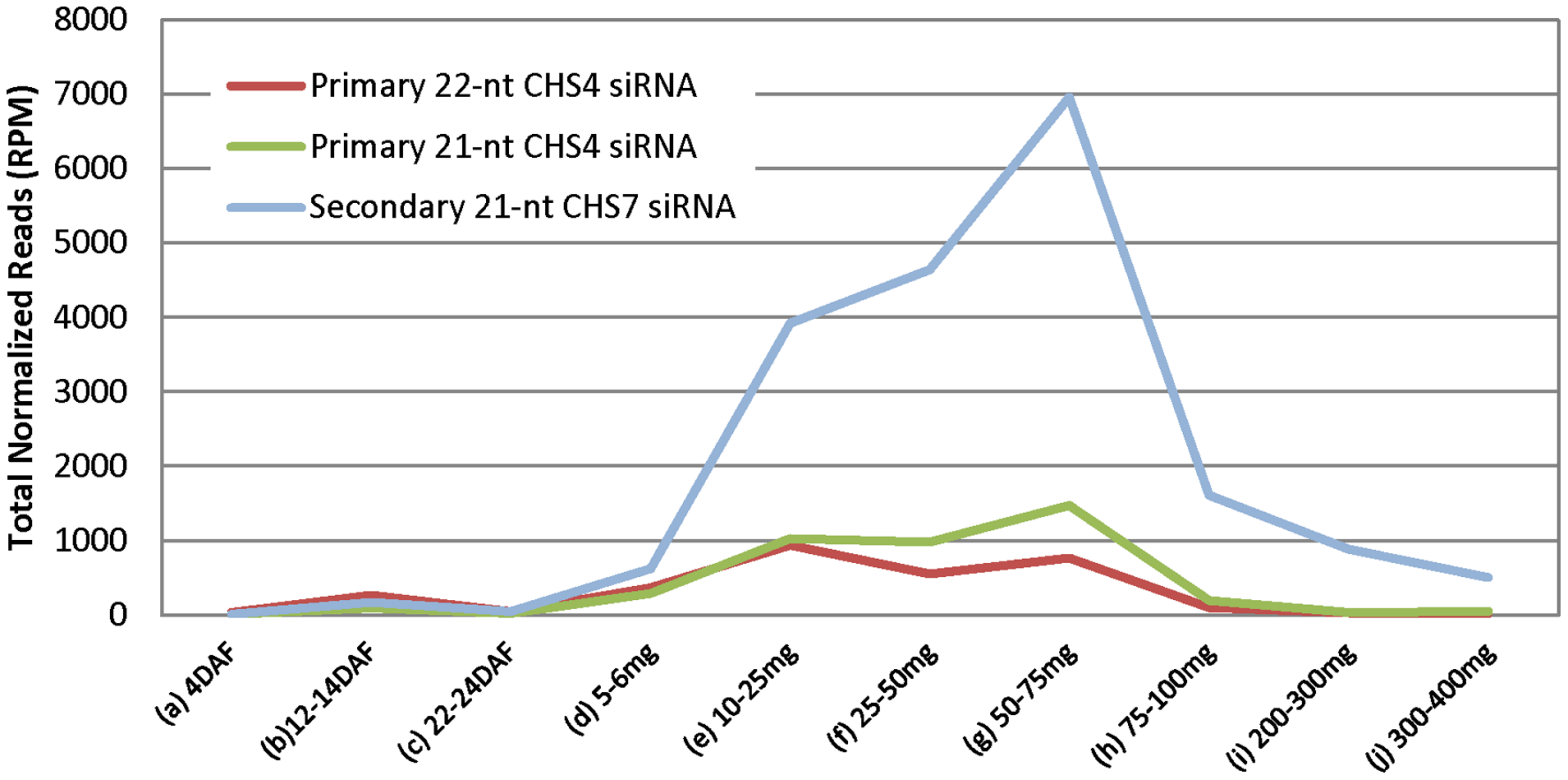
Normalized Total Counts of *CHS* siRNAs that Match Either *CHS4* or *CHS7* with 100% Identity During Ten Stages of Seed Coat Development. The 21-nt secondary *CHS7* siRNAs are amplified to high levels relative to the *CHS4* 21-nt or 22-nt siRNAs. Developmental stages are same as described in Figures 1 and 2.

### High Throughput Small RNA Sequencing Verifies Tissue Specificity of *CHS* siRNAs

Using mRNA blots and small RNA blots, we have previously shown that silencing of *CHS* gene family members occurs only in the seed coats and not in other organs [3], [4]. Using sequencing, small RNAs were detected in significant numbers only in the dissected seed coats and not the cotyledons of the developing seed [4] from the 50–75 mg weight range. Here, we investigated additional tissues such as leaf, root and germinating cotyledon with the power of deep sequencing to ascertain the tissue specificity of *CHS* siRNAs. 

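Small RNAs of 8 libraries from the cultivar Williams were analyzed here: immature cotyledons from seed of 5–6 mg fresh weight in 2 biological repeats (BR1 and BR2), immature cotyledons from seed of 100–300 mg fresh weight, and 5 tissues of 10-day seedlings (leaf, germinated cotyledon, root, shoot tip and stem) with 1 library each. The leaf library was made from the unifoliate, which is the first simple leaf pair of the seedling. The seed coat library and the 50–75 mg cotyledon library of Table 2 were not analysed here. According to the paper, adapters were trimmed from the reads with Illumina's Flicker pipeline. The authors collapsed identical sequences and deposited each distinct sequence with the number of reads that carried it, as raw counts without normalization. The files were used as deposited, and sequences containing the 19-nt GTATGCCGTCTTCTGCTTG, which is followed by a run of A in an abundant sequence of the 100–300 mg cotyledons, were kept in all totals. They held 1.95% of the counts there, 1.01% in root, 0.585% in germinated cotyledon and at most 0.000610% in the other 5 libraries. The total count was 12468162 in leaf, 15338185 in germinated cotyledon, 16498264 in root, 12690598 in shoot tip and 17018856 in stem. It was 25506822 in BR1 and 30516565 in BR2 of the 5–6 mg cotyledons and 26803603 in the 100–300 mg cotyledons. Germinated cotyledon and root were sequenced on the Genome Analyzer II and the other 6 libraries on the HiSeq. From these counts, the length distribution of each library, its number of distinct sequences and the RPM that 1 count stands for were computed, each with the total of the file as the denominator. The sequences were not matched to the *CHS* genes, since neither the genome nor a *CHS* sequence was used here. The denominator and the length range matter to every RPM and share, because between 29.4% and 79.4% of a library's counts were 18–25 nt long. Except for the 5–6 mg cotyledons, no library had a biological repeat. Intervals given for single libraries are 95% Wilson intervals and cover counting error only, since amplified reads are not independent molecules.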

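The counts in each library can be set beside the paper's numbers of reads in Table 2. The total count was 12.47 M in leaf (the paper's 15.2 M), 15.34 M in germinated cotyledon (the paper's 16.4 M), 16.5 M in root (the paper's 17.3 M), 12.69 M in shoot tip (the paper's 15.7 M) and 17.02 M in stem (the paper's 22.3 M). In the immature cotyledons it was 25.51 M in BR1 of the 5–6 mg stage (the paper's 31.5 M), 30.52 M in BR2 (the paper's 31.1 M) and 26.8 M at 100–300 mg (the paper's 31.9 M). Each total was thus between 76.3% (stem) and 98.1% (BR2) of the paper's reads. The paper does not state whether Table 2 gives reads before or after adapter trimming, nor which total its RPM values were divided by. For the seed series, the low RPM values of Table S1 bear on this. At 22–24 DAF, 5–6 mg, 50–75 mg, 75–100 mg and 200–300 mg they were all whole reads with the Table 1 reads of 1 repeat. The paper's tabulated reads are thus the likely denominator there, and the libraries of Table 2 could not be tested this way. With 3 counts taken as the fewest that a library can show, the smallest level detectable was 0.0983 RPM in BR2, 0.112 RPM in the 100–300 mg cotyledons and 0.118 RPM in BR1. In the seedling tissues it was 0.176 RPM in stem, 0.182 RPM in root, 0.196 RPM in germinated cotyledon, 0.236 RPM in shoot tip and 0.241 RPM in leaf. When only the counts at 18–25 nt served as the denominator, an alternative chosen for these floors after the data were seen, the same 3 counts stood for between 0.160 RPM (100–300 mg cotyledons) and 0.663 RPM (shoot tip). In RPM the floor of shoot tip moved most, and as a ratio that of BR2, from 0.0983 to 0.334 RPM. With the paper's reads of Table 2 as the denominator, the floors were between 0.0940 RPM (100–300 mg cotyledons) and 0.197 RPM (leaf). From the numbers of reads, the paper reasons that the libraries hold sufficient data to show tissue specificity and to examine even low levels of *CHS* siRNAs.

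**Figure D1:**
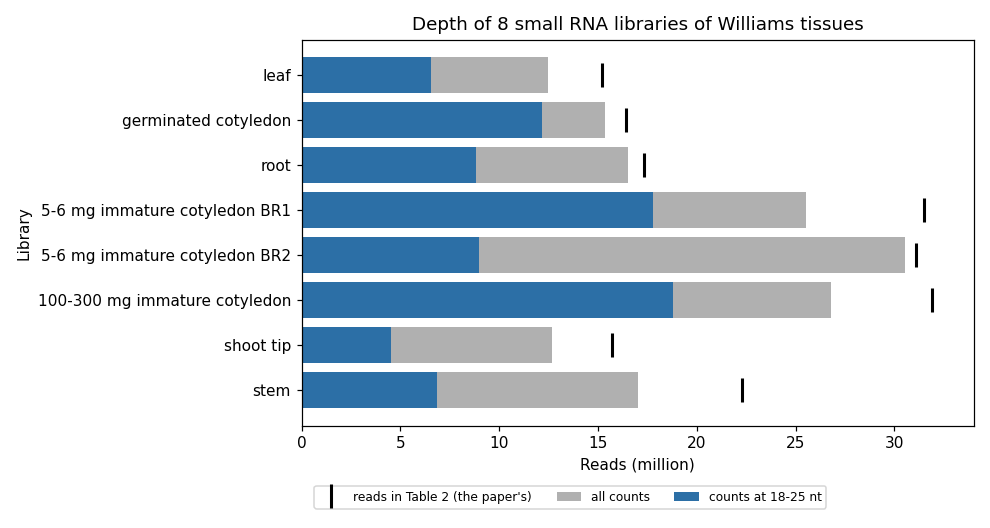
Depth of the 8 small RNA libraries in reads (M) on the horizontal axis, with 1 library per line. Grey bars are all counts in a library, blue bars are its counts at 18–25 nt, and black marks are the paper's reads in Table 2. Every total lies below the paper's mark, and BR2 has the largest total with 8970932 counts at 18–25 nt.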

As shown in Table 2, total numbers of small RNA reads were from three million to thirty million from each of the tissues from Williams cultivar or other cultivars with *i^i^* genotype, providing sufficient data to show the tissue specificity of *CHS* siRNAs and to examine even low levels of *CHS* siRNAs.

**Table 2:** Summary of Small RNA Libraries Constructed from Various Williams (PI548631) Tissues Including Developmental Stage and Number of Reads.

Tissue	Replicate	Developmental stages	Instrument model	Reads
**Seed Coat**	NA	5–6 mg fresh weight	Illumina HiSeq 2000	25.3 M
**Immature Cotyledon**	BR1	5–6 mg fresh weight	Illumina HiSeq 2000	31.5 M
**Immature Cotyledon**	BR2	5–6 mg fresh weight	Illumina HiSeq 2000	31.1 M
**Immature Cotyledon**	NA	50–75 mg fresh weight	Illumina Genetic Analyzer	*3.0 M
**Immature Cotyledon**	NA	100–300 mg fresh weight	Illumina HiSeq 2000	31.9 M
**Germinated Cotyledon**	NA	10 Day Seedling	Illumina Genome Analyzer II	16.4 M
**Leaf**	NA	10 Day Seedling	Illumina HiSeq 2000	15.2 M
**Root**	NA	10 Day Seedling	Illumina Genome Analyzer II	17.3 M
**Shoot Tip**	NA	10 Day Seedling	Illumina HiSeq 2000	15.7 M
**Stem**	NA	10 Day Seedling	Illumina HiSeq 2000	22.3 M

The PI number is an accession number by which information on the cultivar is searchable in the USDA GRIN (Germplasm Resources Information Network). Williams is homozygous dominant *i^i^* genotype with yellow seed coats.

* This library was previously reported in [4].

Figure 4 demonstrates the tissue specificity clearly as *CHS* siRNAs were limited to the seed coats in the Williams *i^i^* cultivar. The normalized total counts of *CHS7* siRNAs in seed coats from 5–6 mg is 925 (RPM). In contrast, the expression levels of *CHS7* siRNAs were less than 60 counts in four other tissues which is approximately a 15-fold difference (Figure 4). Most of those tissues (immature cotyledon, germinated cotyledon, unifoliate, root, shoot tip, and stem) have more *CHS4* siRNAs than *CHS7* siRNAs; however the counts of *CHS4* siRNAs are very low compared to those of seed coat tissues (Figure 4). These data show that both primary and secondary *CHS* siRNAs were not significantly produced in germinated cotyledon, immature cotyledon, leaf, root, shoot tip, and stem tissues.

**Figure 4:**
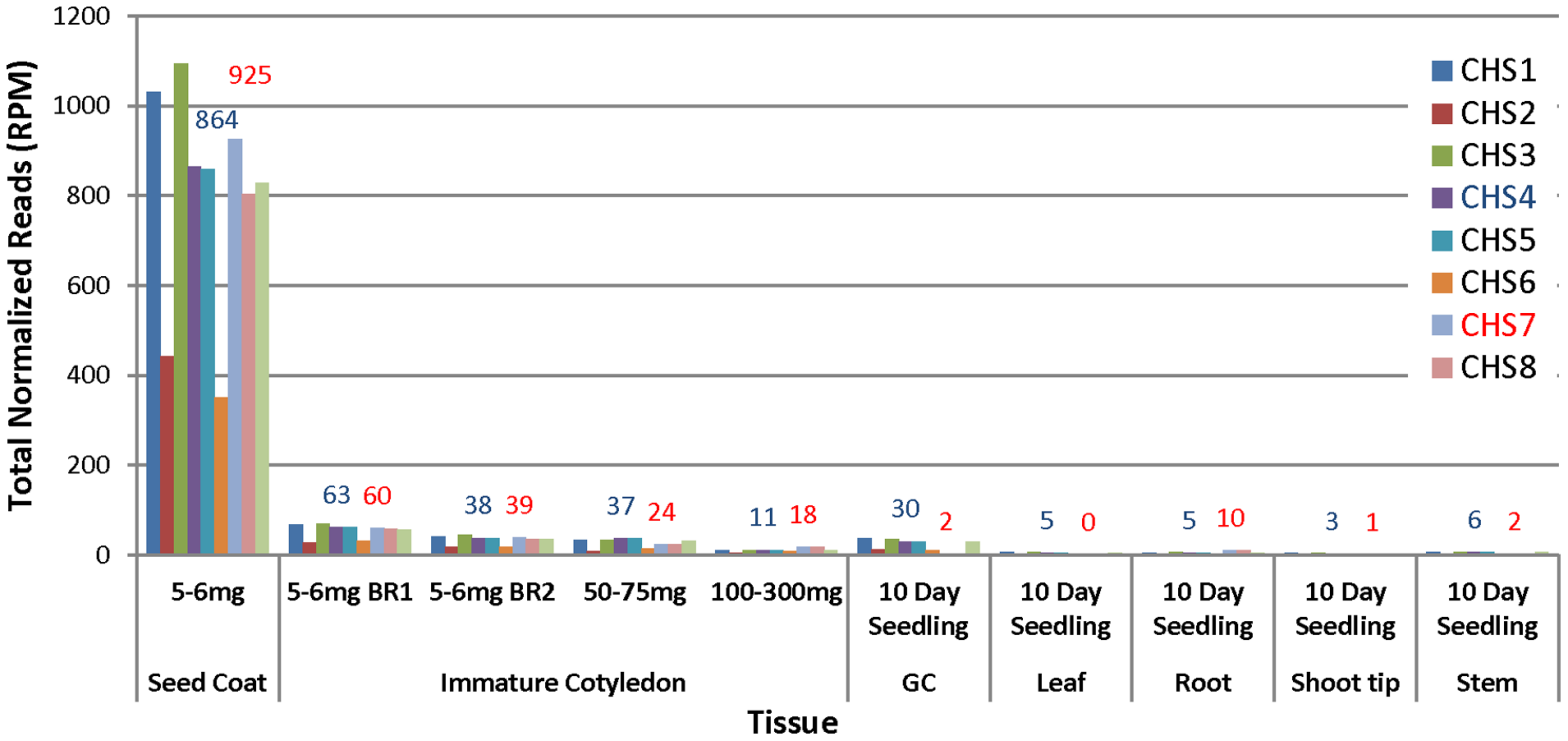
The Total Counts of *CHS* siRNA Family Members in Seven Different Soybean Tissues with *i^i^* Genotype Show Very Low Levels Except in the Yellow Seed Coat. Numbers above the bar indicate the total normalized counts of *CHS4* (red) and *CHS7* (blue) siRNAs. BR1 and BR2 are biological repeats which were grown at different times. RPM, reads per million. GC stands for germinated cotyledon.

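The 2 biological repeats of 5–6 mg immature cotyledon gave total counts of 25506822 (BR1) and 30516565 (BR2). The share of counts at 18–25 nt was 69.7% in BR1 and 29.4% in BR2, a mean of 49.5% ± 28.5 (SD, n = 2). Within this range the 24-nt share was 38.9% in BR1 and 41.5% in BR2 (mean 40.2% ± 1.86, SD, n = 2), the 22-nt share was 14.5% and 10.7% (mean 12.6% ± 2.66, SD, n = 2), and the 21-nt share was 29.1% and 13.6% (mean 21.3% ± 10.9, SD, n = 2). The 24-nt share was thus the closest between the repeats relative to its size. Of 1951 sequences of 18–25 nt with at least 10 RPM in either repeat, 351 reached 10 RPM in both, and 39.03% of those 351 were within 2-fold of each other. With RPM computed on the counts at 18–25 nt, 41.03% of them were within 2-fold. Over a common set of 13705 sequences with at least 10 RPM in any of the 8 libraries, Spearman's rho between the repeats was 0.647, which ranked 4 among the 28 pairs of libraries. Only 1951 of those 13705 sequences reached 10 RPM in either repeat, so most of the common set was chosen from other libraries. By measures taken over each pair's own sequences, the repeats ranked 17 by the share within 2-fold and 8 by the share of sequences at 10 RPM that reached it in both. They ranked 7 by rho over each pair's sequences at 10 RPM in either library, which for the repeats were the 1951 (rho = -0.0506). These correlations are across sequences, which are not independent replicates. The most abundant sequence of BR1, the 21-nt TCGGACCAGGCTTCATTCCCC, had 2686042 counts (10.5%) in BR1 and 26133 counts (0.0856%) in BR2.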

Seed coat tissue is close to the cotyledon physically during seed development. It is interesting that *CHS* siRNAs were limited to the seed coat and were not in immature cotyledons of three different stages of development, 5–6 mg, 50–75 mg and 100–300 mg fresh seed weight. The immature cotyledons contained very few *CHS* siRNAs in these three developmental stages (Figure 4). Because of the small size of the seed prior to the 5–6 mg stage, we used whole seed through 24 DAF; thus, it is likely also that the low levels of *CHS* siRNAs from these young whole seed less than 24 DAF (Figure 1) originated solely from the maternal seed coat tissue and not from the very young developing cotyledons since the cotyledons at all succeeding stages did not accumulate *CHS* siRNAs at significant levels as shown in Figure 4.

## Discussion

### The Amplification from Endogenous Primary to Secondary *CHS* siRNAs was Revealed by Small RNA-Seq of a Broad Range of the Developing Seed Coats

We have previously presented evidence for a model of action for the naturally occurring dominant *I* and *i^i^* alleles in preventing pigment formation in soybean seed coats [4] based on knowledge of RNA interference mechanisms in other organisms [12], [13]. Figure 5 summarizes the model and illustrates our data from this report on the developmental transition from primary to secondary siRNAs. The long inverted repeat of the *I* locus on Chromosome 8 contains cluster A (*CHS1-3-4*) and cluster B (*CHS4-3-1*) and forms the nascent *CHS* dsRNA although the exact size is unknown. The cleavage of *CHS* dsRNA by Dicer Like proteins (DCL) generates the primary *CHS* siRNAs, resulting in the degradation *in trans* of targeted *CHS7* and *CHS8* transcripts that originate from Chromosomes 1 and 11, respectively. After cleavage at the mRNA sites targeted by the primary *CHS* siRNAs, an RdRP synthesizes dsRNA from the cleaved *CHS* mRNA. The secondary *CHS* siRNAs generated from this dsRNA could target additional *CHS* mRNAs, amplifying the silencing response as well as spreading it over a larger region of the target. The roles for putative DCL and RdRP like functions in soybean are based on extrapolation from other systems and not by analysis of mutants of these functions in soybean.

**Figure 5:**
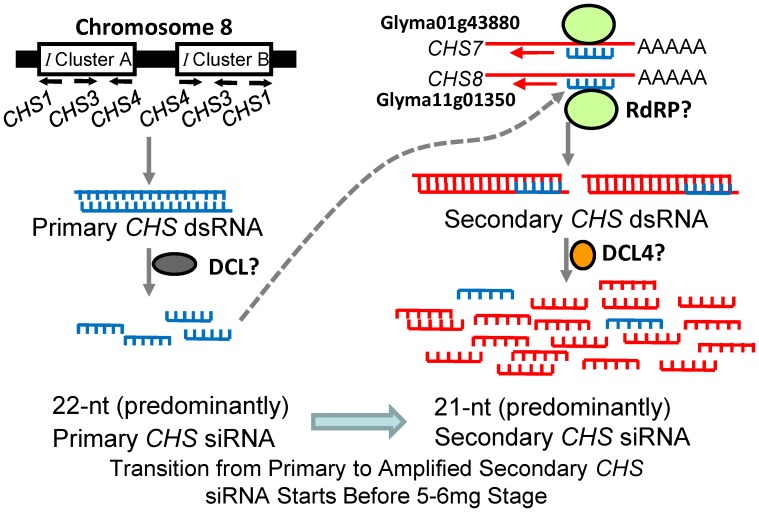
Biogenesis of *CHS* siRNAs Preventing Pigment Formation in Developing Soybean Seed Coats of the Williams Cultivar with *i^i^* Genotype. Partially adapted from [4]. The long inverted repeat of the *i^i^* allele of the *I* locus on Chromosome 8 contains cluster A (*CHS1-3-4*) and cluster B (*CHS4-3-1*) and forms the nascent *CHS* dsRNA although the exact size is unknown. The cleavage of *CHS* dsRNA by putative Dicer Like proteins (DCL) generates predominantly 22-nt primary *CHS* siRNAs at the earliest developmental stages, resulting in the degradation *in trans* of targeted transcripts from *CHS7* (Glyma01g43880) and *CHS8* (Glyma11g01350) located on Chromosomes 1 and 11, respectively. After cleavage at the mRNA sites targeted by the primary *CHS* siRNAs, a putative RdRP synthesizes dsRNA from the cleaved *CHS* mRNA. The 21-nt secondary *CHS* siRNAs likely generated by DCL4 homologs from this dsRNA can target additional *CHS* mRNAs, thus amplifying the silencing response as well as spreading it over a larger region of the target. The transition from predominantly 22-nt *CHS* siRNAs (shown in blue) representing the origin of the *CHS1-3-4* siRNAs to the 21-nt secondary *CHS* siRNAs (shown in red) representing the target *CHS7* and *CHS8* mRNAs occurs at the 5–6 mg seed stage as indicated.

In this report, we show that the unique attributes of the naturally occurring soybean *I* locus clearly revealed the amplification of the *CHS* siRNA population from primary to secondary siRNAs during seed development based on the polymorphisms between the siRNAs representing the origin (*CHS1-3-4*) and target *CHS7* and *CHS8* genes. Table S1 shows that very few siRNAs match both the origin and target subgroups with 100% identity, verifying that the observed patterns (Figures 1, 2, 3 and Figures S1, S2, S3) are not due to multi-matching siRNA. The polymorphisms between the two sub-groups are widely dispersed throughout the sequence. For example, although *CHS4* and *CHS7* are 82% identical [4], there are no siRNAs which are longer than 20 nt matching both *CHS4* and *CHS7* at 100% identity as shown in the alignment of Figure S4. Allowing up to two-base mismatches between the origin and target increases the number of siRNA sequences significantly (Table S1). Thus, the targeting of *CHS7* and *CHS8* by the *CHS1-3-4* primary siRNAs is likely primarily through mismatching rather than perfectly matched siRNAs.

A developmental transition from primary to secondary siRNAs has not previously been elucidated in either naturally occurring or transgenic plant systems. In *C. elegans*, deep sequencing distinguished primary and secondary siRNAs using an exogenous RNAi construct containing mismatches from the wild type *C. elegans* target sequence positioned at 25 base intervals [15]. Here, by examining the entire seed developmental period including the very early stages from a few days post fertilization that are labor intensive to obtain in sufficient quantity for sequencing, we demonstrated the transition from a small population of primary *CHS* siRNAs to the accumulation of high levels of 21-nt secondary siRNAs (Figures 1, 2, 3 and Figures S1, S2, S3). The siRNA populations in the young seed had a higher proportion representing the *CHS1-3-4* gene family members, consistent with this region as the origin of the primary siRNAs. Seed at 4 DAF contained a basal level of less than 100 RPM that aligned to any *CHS* gene. The levels of *CHS* siRNAs originating from the *CHS1-3-4* clusters increased thereafter to roughly 400–900 RPM very early in seed development from 12–24 DAF to 5–6 mg. By the 5–6 mg stage, the seed coats contained roughly even proportions of siRNAs representing *CHS1-3-4* compared to *CHS7* and *CHS8* but after that period, the *CHS7/8* siRNAs increased dramatically, reaching peak levels of 8,000 to 10,000 RPMs in the biological repeats of the 50–75 mg seed coats.

Intriguingly, the very young seed had a higher proportion of 22-nt *CHS* siRNAs than did seed from the 5–6 mg stage and older. Recent studies in *Arabidopsis thaliana* [16]–[18] demonstrated that 22-nt miRNAs (microRNAs) are critical for biogenesis of secondary 21-nt siRNAs as they drive amplification of secondary siRNAs via RdRP to generate ta-siRNAs (transacting siRNAs). Our data support the conclusions that the primary siRNA population has a higher proportion of 22-nt siRNAs, and that the secondary population amplified from the *CHS7/8* substrates by RdRP are predominantly 21 nt in size. However, another study recently claimed that the miRNA-duplex structure is critical to the production of secondary ta-siRNAs rather than the length of miRNA [19]. Whether or not the 22-nt siRNAs are the only trigger to generate the 21-nt secondary siRNAs is unknown, since 21-nt primary *CHS* siRNAs were also present in the very young seed. The predominance of the 21-nt secondary siRNAs that represent *CHS7/8* was maintained as the total levels of *CHS* siRNAs declined during the later stages of maturity.

### Biogenesis of *CHS* siRNAs is Regulated by the Developmental Program in Soybean Seed

*CHS* siRNAs were found to be most abundant in the 50–75 mg stage among ten developmental stages (Figures 1 and 2). Previously, it was shown with RNA blots that *CHS* mRNAs are prevalent at 10–25 mg, 25–50 mg and 50–75 mg weight ranges of the seed coats of mid-maturation embryos with pigmented genotypes [3]. Also, using TaqMan real time RT-PCR, it was shown that *CHS7* and *CHS8* mRNAs are highest at the 50–75 mg stage of Williams 55 pigmented seed coats with the homozygous recessive *i* genotype. In this regard, the profile of the *CHS* siRNAs resembled many other genes expressed during seed coat development, including many in the isoflavone and anthocyanin pathways [20]. The most abundant levels of *CHS* siRNAs in the *i^i^* genotype with yellow seed coats generally coincided with the developmental time of appearance of the *CHS7* and *CHS8* target mRNAs in the recessive *i* genotype that has pigmented seed coats. Thus, in contrast with the down-regulation of the pathway by *CHS* siRNA-targeted destruction of *CHS* mRNAs in the yellow seed coats, the *CHS* transcripts continued to produce *CHS* isoforms after the 50 mg stage with the resulting accumulation of large amounts of anthocyanins leading to the pigmented seed coat.

By examining the entire seed developmental period including the small seed at 4 DAF through 24 DAF, we found that the *CHS* primary siRNAs representing the *CHS1-3-4* origin clusters began to increase before the secondary siRNAs representing the *CHS7/8* target mRNAs (summarized in Figure 5). These levels were higher than the basal level for *CHS* siRNAs found in non-seed tissues (Figure 4). From these results, we deduce that there was active biogenesis of the nascent *CHS* dsRNA that began to occur early in development between 12–24 DAF. It is not yet determined how early the *CHS7* and *CHS8* mRNAs begin to be expressed in the non-silencing, pigmented mutant line Williams (*i*, black). Although RNA-Seq data is available from the Williams (*i^i^*, yellow) variety at these early stages [21], it is not yet available from the pigmented mutant line Williams (*i*, black).

### Primary *CHS* siRNA Levels are Not Sufficient to Trigger Secondary Amplification in Tissues Other than the Seed Coat

Several hypotheses have been put forward to explain the tissue-specific accumulation of *CHS* siRNAs [3], [4]. (1) One mechanism could involve the action of a cell or tissue-specific transcription factor or DNA binding protein that initiates sufficient production of the dsRNA progenitor molecules only in the seed coats and not in other tissues of varieties with the dominant *I* and *i^i^* alleles. Alternatively, (2) the dsRNA could be formed in other tissues but not cleaved properly by a DCL protein to yield enough primary siRNA to trigger secondary siRNAs, or (3) the primary *CHS* siRNAs might not be amplified to high levels of secondary siRNAs due to lack of an RdRP or other core components to generate secondary siRNAs in other tissues. Here, our results with high throughput sequencing of large populations of small RNAs from eight non-seed tissues revealed only very low basal levels of *CHS* siRNAs, generally in the range of 60 RPM. We propose that the level of the *CHS* primary siRNAs is too low to trigger the secondary amplification in these tissues, unlike the situation in the non-pigmented seed coats where our data clearly show a rise in the levels of the primary *CHS* siRNAs to nearly 1000 RPM before the secondary siRNAs overtake them in abundance.

Using RNAse protection experiments, a recent study has detected *CHS* dsRNA not only in the seed coat but also in the cotyledon and leaf tissues of lines with a dominant *I* allele [22]. Although those results were not quantitative, they suggested that the biogenesis of *CHS* siRNA could be regulated in a tissue-specific manner after dsRNAs are generated by the failure to amplify secondary siRNAs because of a lack of a critical component in the amplification step, such as an RdRP activity. However, this would not explain why *CHS* dsRNAs that are formed in non-seed coat tissues would fail to be processed and amplified when many other miRNAs and siRNAs are fully processed and amplified in other tissues such as cotyledons, leaves, and roots of soybean with the *I* and *i^i^* alleles [4], [23], [24] including numerous phased siRNAs (phasiRNAs) resulting from 22-nt miRNAs in soybean roots that target the *NB-LRR* defense gene families [25]. As shown in Figures 1, 2, 3, 4, the amplification of the secondary siRNAs starts in the 5–6 mg seed coats. Recently, RNA-Seq data of seed coat and cotyledons from the 5–6 mg stage has been reported [21]. The RNA-Seq data showed that the expression levels of Glyma models with annotations such as RdRP, DCL, and AGO (argonaute like protein), are very low and have no significant differences between seed coat and cotyledon (data not shown). For these reasons, we currently prefer hypothesis (1) that the level of the *CHS* siRNAs follows an increase in the nascent dsRNA to levels that are higher in the seed coats than in other tissues.

Whether the limiting factor proves to be the levels of the dsRNA or primary siRNAs in tissues other than the seed coat, it is clear that secondary amplification from the target *CHS* mRNAs does not occur in other tissues as seen by the lack of high levels of 21-nt *CHS* siRNAs that align to any of the *CHS* genes (Figure 4). The absence of secondary siRNAs is not from the lack of *CHS* mRNA substrates as can be seen from a number of studies that report reasonable levels of *CHS* mRNAs in cotyledons, roots, leaves, and other tissues using RNA blots [3]. In addition, using RT-PCR, most of the *CHS* genes including *CHS7* and *CHS8* were shown to be induced to high levels in pathogen-challenged leaf tissues [26] indicating that sufficient *CHS* mRNA substrates for secondary amplification from even a low level of primary *CHS* siRNAs in the leaves would be possible. It is clear that *CHS* is down-regulated by the *CHS* siRNAs only in the seed coats, though sufficient levels of *CHS* mRNAs exist in other tissues to serve as substrates for amplification of secondary siRNAs to high levels.

In summary, because of the unique properties of the soybean silencing system, we were able to reveal that the onset of production of the primary *CHS* siRNAs in the very early seed stages contained a higher proportion of 22-nt siRNAs originating from the *CHS1-3-4* clusters of the *i^i^* allele. Then, the transition during development to a very large population of 21-nt secondary siRNAs representing amplification from the target *CHS7* and *CHS8* genes was apparent. Our results demonstrate regulation of the *CHS* inverted repeat genomic region is likely to rely on factors that occur during the very early seed developmental program and may reflect such changes. Further study of this system should provide more insight into the mechanisms of tissue specificity regulated by small RNAs and more broadly the blueprint of genes involved in development using the seed coat as a model.

## Methods

### Plant Materials, Tissue Collection, and Small RNA Isolation

The soybean line used in this study is inbred and homozygous for the indicated loci and is available from the USDA germplasm collection through GRIN (Germplasm Resources Information Network). The variety Williams (PI 548631), maturity group III, has genotype *i^i^* with a black hilum on an otherwise yellow seed coat. The genome of the closely related Williams 82 isoline was recently sequenced [27] and is used as a reference genome standard in soybean. The PI number is an accession number by which information on the cultivar is searchable in the GRIN database.

Soybean plants were grown in the greenhouse and immature seeds were harvested over the course of several weeks. The three earliest stages were harvested at the stated Days After Flowering (DAF) and the whole seeds were removed from the early pods under an Olympus SZ61 microscope (Melville, NY) and fresh-frozen in liquid nitrogen and stored at −80°C until extraction. More than 40 beans were harvested to represent the expression level of each line. For older stages, the seeds were shelled, pooled together, and then sorted by weight range. The seeds were first dissected to separate the seed coat and the cotyledon. The seed coats were frozen in liquid nitrogen for 10 minutes and stored in the freezer (−80°C) until they were lyophilized.

Total RNA was isolated by standard methods using phenol and chloroform extractions [28] and precipitated with ethanol but without lithium chloride in order to preserve small RNAs.

### Small RNA Sequencing and Data Analysis

Small RNA libraries and high throughput sequencing were performed with the Genome Analyzer-II and HiSeq-2000 (Illumina, San Diego, CA) by the Keck Center (University of Illinois, Urbana, IL) using standard Illumina protocols. Some of the sequences were barcoded for sequencing within a single lane. Generally, a total of ten to eighty million reads were obtained from these deep sequencing libraries. Adapter trimming was performed using Illumina’s Flicker pipeline which finds the presence of the adapter in each read by finding the best alignment of the adapter to the read, and removing it from the read. The sizes of the small RNAs after adapter trimming ranged from 14 to 33 nucleotides with the majority in the range of 18 to 25 nucleotides. 

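In the 8 libraries the deposited sequences were between 16 and 40 nt long, with a maximum of 40 nt in germinated cotyledon and root and 39 nt in the other 6. The share of counts at 18–25 nt was 79.4% in germinated cotyledon, 70.1% in the 100–300 mg cotyledons, 69.7% in BR1 of the 5–6 mg cotyledons, 53.4% in root and 52.7% in leaf. It was 40.2% in stem, 35.6% in shoot tip and 29.4% in BR2, so that 5 of the 8 libraries had over 50% of their counts in this range. Each 95% Wilson interval was narrower than the differences between these libraries, but the repeats of the 5–6 mg cotyledons lay further apart (SD 28.5, n = 2) than most pairs of tissues. Sequences longer than 33 nt made up 37.4% of the counts in BR2, 30.0% in shoot tip, 19.3% in stem, 11.3% in the 100–300 mg cotyledons, 9.82% in leaf, 6.66% in BR1, 1.88% in root and 0.607% in germinated cotyledon. Without the sequences that contain the 19-nt GTATGCCGTCTTCTGCTTG, the share above 33 nt was 9.60% in the 100–300 mg cotyledons, 1.18% in root and 0.184% in germinated cotyledon. Among the counts at 18–25 nt, 24 nt was the commonest length in the 3 immature cotyledon libraries, with 38.9% in BR1 (95% interval 38.87% to 38.92%), 41.5% in BR2 (41.50% to 41.56%) and 41.5% in the 100–300 mg cotyledons (41.49% to 41.54%). In the seedling tissues the 24-nt share was 10.1% in leaf, 10.8% in germinated cotyledon, 12.3% in stem, 13.7% in shoot tip and 14.9% in root. The commonest length in the range was 18 nt in leaf (17.7%), 20 nt in germinated cotyledon (21.1%) and root (20.1%), and 21 nt in shoot tip (14.4%) and stem (15.6%). The mean 24-nt share was 40.7% ± 1.52 (SD, n = 3) in the immature cotyledons and 12.4% ± 1.98 (SD, n = 5) in the seedling tissues, a difference of 28.3 percentage points (exact permutation test, p = 0.0357 as the doubled smaller tail, the smallest such p for 3 libraries against 5, and p = 0.0179 from the absolute difference). This comparison was chosen after the shares were seen, when the groups were known not to overlap, so the p describes that separation only. Among the 6 HiSeq libraries alone the difference was 28.6 points (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow by either count), and the 2 Genome Analyzer II libraries were both from seedlings. When each distinct sequence was counted once, 24 nt was the commonest length of the range in every library, with between 22.5% (root) and 66.3% (BR1).

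**Figure D2:**
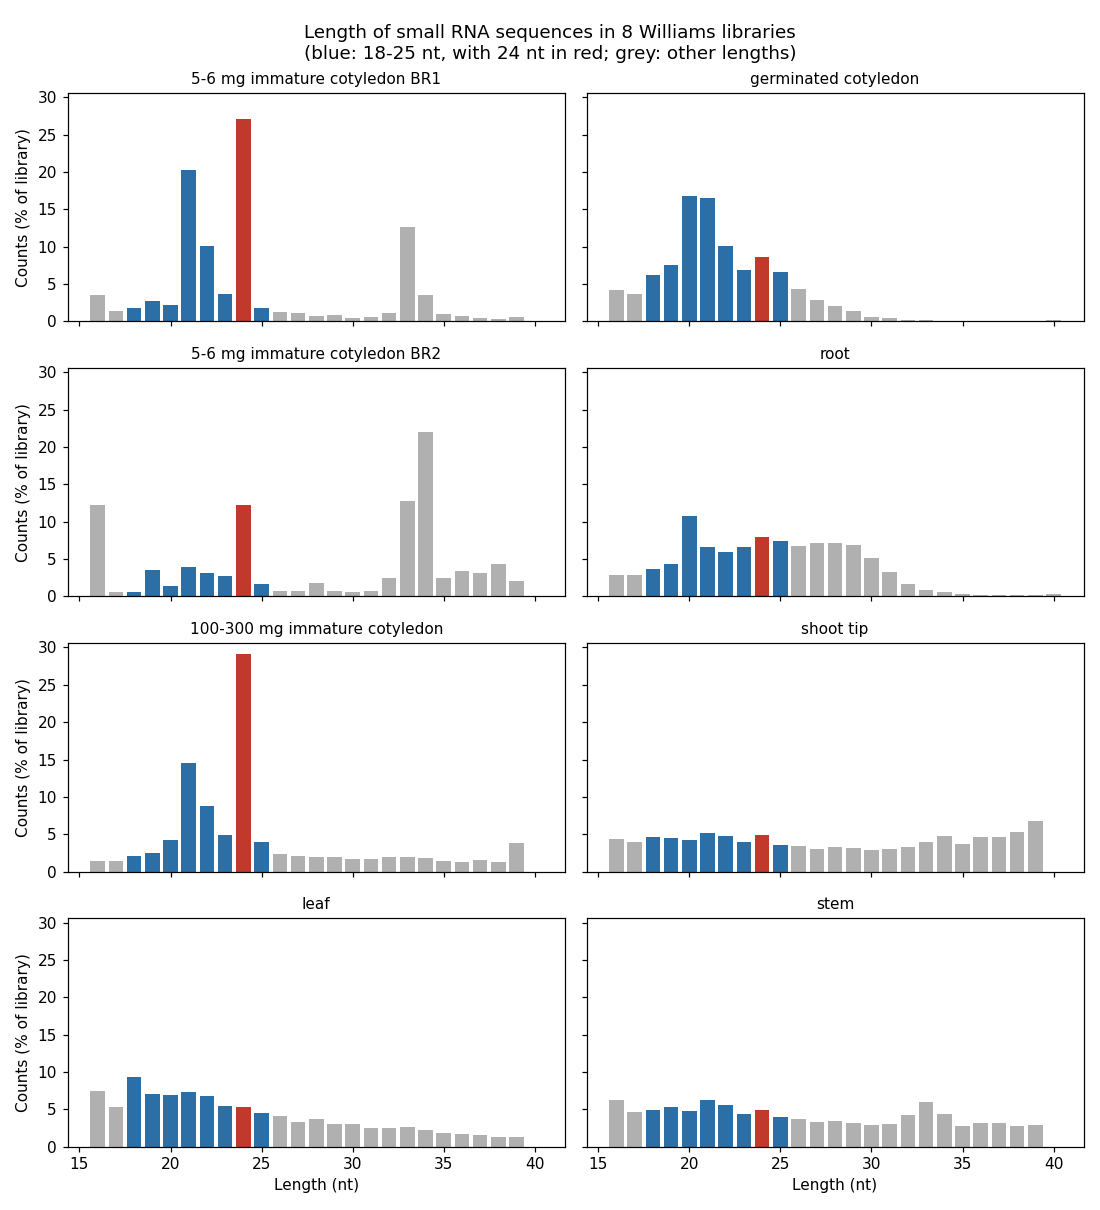
Length of the sequences in nt on the horizontal axis against the percent of a library's counts on the vertical axis, with 1 panel per library. Blue bars are 18–25 nt with 24 nt in red, and grey bars are other lengths. The 24-nt bar is the tallest of the range in the 3 immature cotyledon libraries, and BR2 has its tallest bar at 34 nt with 22.0% of its counts.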

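The number of distinct sequences was 1068408 in leaf, 1592260 in germinated cotyledon, 1424314 in root, 1728111 in shoot tip and 1602226 in stem. The immature cotyledons held more, with 5807298 in BR1 and 5261267 in BR2 of the 5–6 mg stage and 4683537 at 100–300 mg, in libraries whose totals were also larger. Between 60.6% (root) and 82.8% (BR2) of the distinct sequences had 1 count, and these held between 5.23% (root) and 17.2% (BR1) of all counts. A distinct sequence had 4.39 counts on average in BR1, 5.80 in BR2 and 5.72 in the 100–300 mg cotyledons, against between 7.34 (shoot tip) and 11.7 (leaf) in the seedling tissues. The 10 most abundant sequences took 35.5% of the counts in BR2, 30.1% in BR1, 25.3% in leaf, 22.9% in germinated cotyledon, 13.7% in root, 10.1% in the 100–300 mg cotyledons, 5.12% in stem and 4.52% in shoot tip. Sequences holding letters other than the 4 bases numbered between 12503 (leaf) and 37543 (root) in 7 libraries and 0 in the 100–300 mg cotyledons.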

Adapter trimmed sequences were compared to obtain the number and occurrences of unique sequences. Alignments of siRNA sequences to *CHS* Glyma models (Phytozome, Joint Genome Institute) from the Williams 82 reference genome of *Glycine max* [27] and from sequenced BACs including BAC77G7a, accession EF623858, containing the *I* locus clusters [7], [8] were performed using the Bowtie program [29]. Alignments were made to individual *CHS* sequences with no mismatches allowed. 

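With all counts of a library as the denominator, 1 count stood for 0.0802 RPM in leaf, 0.0652 RPM in germinated cotyledon, 0.0606 RPM in root, 0.0788 RPM in shoot tip and 0.0588 RPM in stem. In the immature cotyledons it stood for 0.0392 RPM in BR1, 0.0328 RPM in BR2 and 0.0373 RPM at 100–300 mg. With the paper's reads of Table 2 as the denominator, 1 count stood for between 0.0314 RPM (100–300 mg cotyledons) and 0.0658 RPM (leaf). With only the counts at 18–25 nt as the denominator, every RPM of a library rose by a constant factor, which was 1.26 in germinated cotyledon, 1.43 in the 100–300 mg cotyledons, 1.44 in BR1, 1.87 in root, 1.90 in leaf, 2.49 in stem, 2.81 in shoot tip and 3.40 in BR2. The order of 2 libraries in RPM can therefore depend on the denominator wherever their levels differ by less than the ratio of these factors.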

Small RNA sequencing data was normalized in reads per million (RPM).

### Accession Numbers

The data have been entered into Gene Expression Omnibus under series GSE43348 for the 18 samples of the developmental series small RNA shown in Table 1 and GSE49708 for the small RNA sequences from the various tissue samples shown in Table 2.

## Supporting Information

Figure S1 **The Total Counts of** ***CHS*** **siRNAs for Each** ***CHS*** **Gene Reveal Biogenesis of** ***CHS7/8*** **siRNAs is Dramatically Increased during Seed Coat Development in Biological Repeats of Eight Stages.** *CHS* siRNAs from small RNA libraries of ten developmental stages of the cultivar Williams *i^i^* were filtered to identify those with 100% identity to individual *CHS* genes as indicated by the color chart. Numbers above the bar indicate the total counts of *CHS4* (red) and *CHS7* (blue) siRNAs. Developmental stages are whole seed from (a) 4 DAF (Days After Flowering); (b) 12–14 DAF; and (c) 22–24 DAF; seed coats dissected from immature green seed of fresh weight (d) 5–6 mg; (e) 10–25 mg, no repeat data; (f) 25–50 mg, no repeat data; (g) 50–75 mg; (h) 75–100 mg; (i) 200–300 mg; and seed coats from (j) 300–400 mg yellow, desiccating seed.
(PDF) Click here for additional data file.

Figure S2 **Size Distributions of** ***CHS*** **siRNAs in Biological Repeats of Eight Stages of Seed Coat Development.** *CHS* siRNAs from small RNA libraries of the same eight developmental stages as described in Supplemental Figure 1 were analyzed for their size distributions between 18 and 25 nt. The normalized total counts in reads per million (RPM) are shown for each *CHS* gene according to the color chart.
(PDF) Click here for additional data file.

Figure S3 **Normalized Total Counts of** ***CHS*** **siRNAs that Match Either** ***CHS4*** **or** ***CHS7*** **with 100% Identity in Biological Repeats of Eight Stages of Seed Coat Development.** The 21-nt secondary *CHS7* siRNAs are amplified to high levels relative to the *CHS4* 21-nt or 22-nt siRNAs. Developmental stages are indicated.
(PDF) Click here for additional data file.

Figure S4 **Alignment of** ***CHS4*** **and** ***CHS7*** **Coding Regions Shows that Polymorphisms are Widely Dispersed throughout the Two Sequences.** The longest contiguous sequences, which align to both genes without mismatch, are only 20 nt. These characteristics of the *CHS* gene family enable us to distinguish primary *CHS4* and secondary *CHS7* siRNAs by filtering their sequences to obtain only those with 100% identity. Primary *CHS4* siRNAs with one- or two-base mismatches to the target *CHS7* transcripts enable down-regulation of the target sequence.
(PDF) Click here for additional data file.

Table S1 **Very Few** ***CHS*** **siRNAs Map with 100% Identity to Both Sub-groups of** ***CHS1/2/3/4/5/6/9*** **(Group 1) and** ***CHS7/8*** **(Group 2) Genes.** *CHS* siRNAs from small RNA libraries of the same ten developmental stages A–J as described in Figure 1 were analyzed for their size distributions between 18 and 25 nt. The normalized total counts in reads per million (RPM) are shown for each *CHS* gene. The *CHS* siRNAs that matched to a *CHS* gene within Group 1 (containing *CHS1/2/3/4/5/6/9*) were mapped to Group 2 targets containing *CHS7* and *CHS8* using Bowtie alignments and allowing no mismatches (unshaded line) or up to two mismatches (shaded line). Likewise, Group 2 *CHS* siRNAs that matched *CHS7* and *CHS8* were aligned to Group 1 targets (*CHS1/2/3/4/5/6/9*) allowing either zero or up to two mismatches. These data show that very few *CHS* siRNA were due to multi-matching siRNAs between the two groups when no mismatches are allowed but that significant numbers were multi-matching if up to 2 mismatches were allowed. Thus, imposing 100% identity enables the opportunity to distinguish *CHS1/3/4* primary siRNAs originating from the *CHS1-3-4* clusters at the *I* locus from the target *CHS7/8* secondary siRNAs.
(PDF) Click here for additional data file.

# Supplementary material for: The Transition from Primary siRNAs to Amplified Secondary siRNAs That Regulate Chalcone Synthase During Development of Glycine max Seed Coats
**Source:** PLoS One. 2013 Oct 21;8(10):e76954. doi: 10.1371/journal.pone.0076954

**A** 4 DAF whole seed

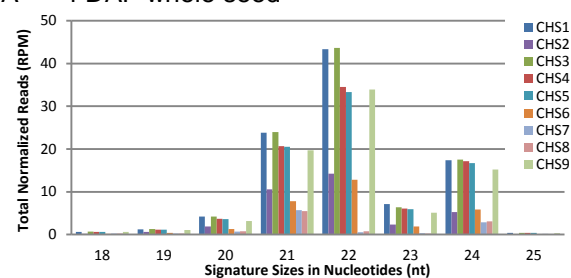

**B** 12-14 DAF whole seed

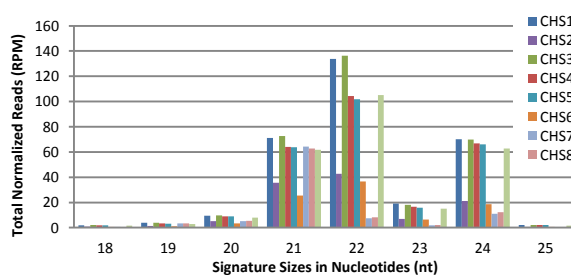

**C** 22-24 DAF whole seed

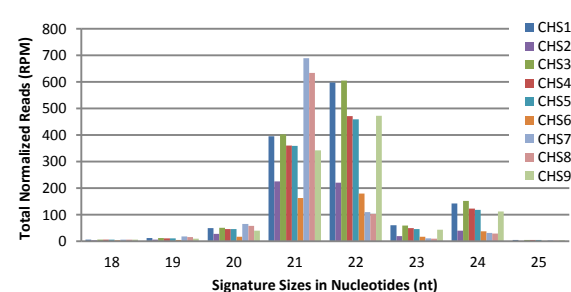

**D** 5-6 mg seed weight seed coat

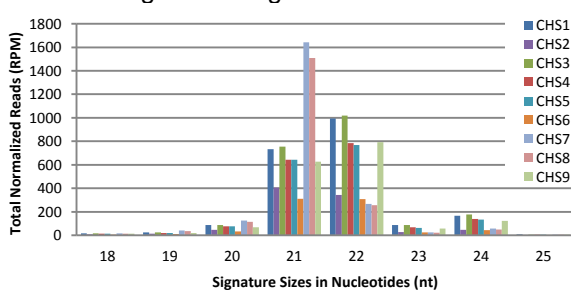

**E** 50-75 mg seed weight seed coat

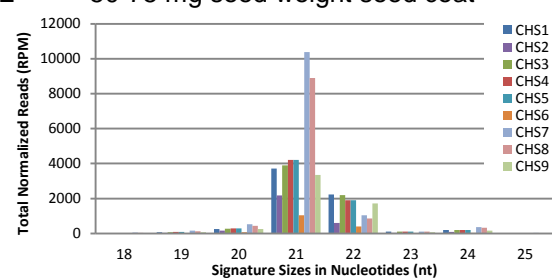

**F** 75-100 mg seed weight seed coat

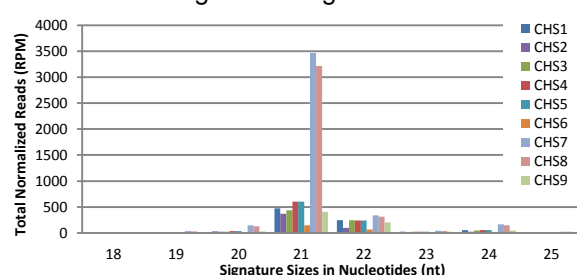

**G** 200-300 mg seed weight seed coat

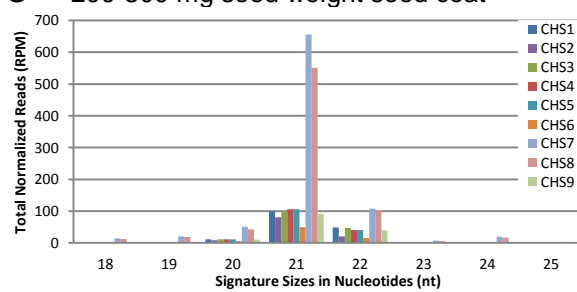

**H** 300-400 mg seed wt desiccating seed coat

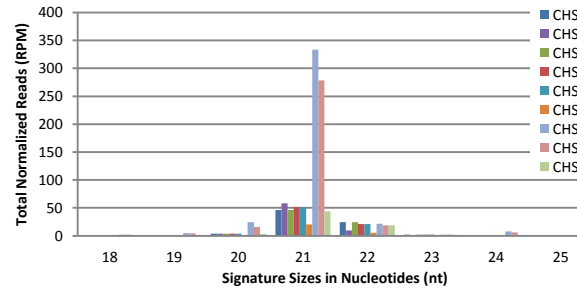

**Supplement:** Figure S2 — Size Distributions of CHS siRNAs in Biological Repeats of Eight Stages of Seed Coat Development. CHS siRNAs from small RNA libraries of the same eight developmental stages as described in Supplemental Figure 1 were analyzed for their size distributions between 18 and 25 nt. The normalized total counts in reads per million (RPM) are shown for each CHS gene according to the color chart.

# Supplementary material for: The Transition from Primary siRNAs to Amplified Secondary siRNAs That Regulate Chalcone Synthase During Development of Glycine max Seed Coats
**Source:** PLoS One. 2013 Oct 21;8(10):e76954. doi: 10.1371/journal.pone.0076954
**Supplement:** Table S1 — Very Few CHS siRNAs Map with 100% Identity to Both Sub-groups of CHS1/2/3/4/5/6/9 (Group 1) and CHS7/8 (Group 2) Genes. CHS siRNAs from small RNA libraries of the same ten developmental stages A–J as described in Figure 1 were analyzed for their size distributions between 18 and 25 nt. The normalized total counts in reads per million (RPM) are shown for each CHS gene. The CHS siRNAs that matched to a CHS gene within Group 1 (containing CHS1/2/3/4/5/6/9) were mapped to Group 2 targets containing CHS7 and CHS8 using Bowtie alignments and allowing no mismatches (unshaded line) or up to two mismatches (shaded line). Likewise, Group 2 CHS siRNAs that matched CHS7 and CHS8 were aligned to Group 1 targets (CHS1/2/3/4/5/6/9) allowing either zero or up to two mismatches. These data show that very few CHS siRNA were due to multi-matching siRNAs between the two groups when no mismatches are allowed but that significant numbers were multi-matching if up to 2 mismatches were allowed. Thus, imposing 100% identity enables the opportunity to distinguish CHS1/3/4 primary siRNAs originating from the CHS1-3-4 clusters at the I locus from the target CHS7/8 secondary siRNAs.

A. 4 DAF whole seed

[illegible]

B. 12-14 DAF whole seed

[illegible]

C. 22-24 DAF whole seed

| Group |          | Group 1 |      |      |      |      |      |      | Group 2 |       |
|-------|----------|---------|------|------|------|------|------|------|---------|-------|
| nt    | Mismatch | CHS1    | CHS2 | CHS3 | CHS4 | CHS5 | CHS6 | CHS9 | CHS7    | CHS8  |
| 18    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00  |
|       | 2        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.10    | 0.19  |
| 19    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00  |
|       | 2        | 0.10    | 0.00 | 0.10 | 0.10 | 0.10 | 0.00 | 0.10 | 0.19    | 0.19  |
| 20    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.10 | 0.00 | 0.10    | 0.00  |
|       | 2        | 0.29    | 0.29 | 0.19 | 0.19 | 0.19 | 0.19 | 0.10 | 0.29    | 0.19  |
| 21    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00  |
|       | 2        | 2.71    | 1.94 | 2.52 | 2.71 | 2.71 | 1.06 | 2.13 | 14.23   | 13.74 |
| 22    | 0        | 0.19    | 0.00 | 0.19 | 0.19 | 0.19 | 0.00 | 0.00 | 0.00    | 0.19  |
|       | 2        | 9.48    | 5.03 | 9.39 | 6.77 | 6.77 | 3.19 | 6.19 | 0.58    | 0.58  |
| 23    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00  |
|       | 2        | 0.19    | 0.29 | 0.19 | 0.10 | 0.10 | 0.19 | 0.19 | 0.10    | 0.00  |
| 24    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00  |
|       | 2        | 4.55    | 2.61 | 4.74 | 4.06 | 4.06 | 1.84 | 4.06 | 0.87    | 0.77  |
| 25    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00  |
|       | 2        | 0.29    | 0.10 | 0.19 | 0.19 | 0.19 | 0.00 | 0.19 | 0.00    | 0.00  |

D. 5-6mg seed weight seed coat

| Group |          | Group 1 |       |       |       |       |       |       | Group 2 |        |
|-------|----------|---------|-------|-------|-------|-------|-------|-------|---------|--------|
| nt    | Mismatch | CHS1    | CHS2  | CHS3  | CHS4  | CHS5  | CHS6  | CHS9  | CHS7    | CHS8   |
| 18    | 0        | 0.11    | 0.22  | 0.11  | 0.11  | 0.11  | 0.56  | 0.11  | 0.62    | 0.22   |
|       | 2        | 1.23    | 0.95  | 1.57  | 1.62  | 1.62  | 0.73  | 1.62  | 4.09    | 2.86   |
| 19    | 0        | 0.17    | 0.28  | 0.17  | 0.17  | 0.17  | 1.06  | 0.06  | 1.23    | 0.45   |
|       | 2        | 9.97    | 3.02  | 4.98  | 4.42  | 4.42  | 2.69  | 3.86  | 10.75   | 8.45   |
| 20    | 0        | 0.39    | 0.56  | 0.39  | 0.39  | 0.39  | 10.19 | 0.11  | 10.58   | 0.90   |
|       | 2        | 22.45   | 13.66 | 22.79 | 20.94 | 20.94 | 15.62 | 17.13 | 57.05   | 42.89  |
| 21    | 0        | 0.17    | 0.17  | 0.17  | 0.17  | 0.17  | 22.40 | 0.11  | 22.56   | 0.45   |
|       | 2        | 71.72   | 41.15 | 72.39 | 69.65 | 69.65 | 41.49 | 61.53 | 196.13  | 156.88 |
| 22    | 0        | 0.73    | 0.17  | 0.73  | 0.73  | 0.73  | 2.13  | 0.00  | 2.30    | 0.90   |
|       | 2        | 83.31   | 37.01 | 82.75 | 73.35 | 73.35 | 22.68 | 62.43 | 19.04   | 15.96  |
| 23    | 0        | 0.00    | 0.00  | 0.00  | 0.00  | 0.00  | 0.34  | 0.00  | 0.34    | 0.00   |
|       | 2        | 7.45    | 2.91  | 7.84  | 6.55  | 6.55  | 2.24  | 5.26  | 2.97    | 1.90   |
| 24    | 0        | 0.00    | 0.00  | 0.00  | 0.00  | 0.00  | 0.73  | 0.00  | 0.73    | 0.00   |
|       | 2        | 11.20   | 4.31  | 11.48 | 9.97  | 9.97  | 2.97  | 8.29  | 4.09    | 2.80   |
| 25    | 0        | 0.00    | 0.00  | 0.00  | 0.00  | 0.00  | 0.11  | 0.00  | 0.11    | 0.00   |
|       | 2        | 0.67    | 0.17  | 0.73  | 0.62  | 0.62  | 0.34  | 0.50  | 0.67    | 0.62   |

E. 10-25mg seed weight seed coat

| Group |          | Group 1 |        |        |        |        |        |        | Group 2 |         |
|-------|----------|---------|--------|--------|--------|--------|--------|--------|---------|---------|
| nt    | Mismatch | CHS1    | CHS2   | CHS3   | CHS4   | CHS5   | CHS6   | CHS9   | CHS7    | CHS8    |
| 18    | 0        | 0.08    | 0.08   | 0.08   | 0.08   | 0.08   | 0.41   | 0.00   | 0.41    | 0.17    |
|       | 2        | 1.65    | 0.99   | 1.90   | 1.82   | 1.82   | 0.91   | 1.65   | 5.71    | 4.47    |
| 19    | 0        | 0.25    | 0.25   | 0.25   | 0.25   | 0.25   | 0.91   | 0.17   | 0.91    | 0.25    |
|       | 2        | 5.46    | 2.65   | 5.79   | 5.30   | 5.30   | 2.15   | 4.80   | 15.14   | 12.91   |
| 20    | 0        | 0.25    | 0.66   | 0.25   | 0.25   | 0.25   | 8.94   | 0.08   | 9.27    | 0.99    |
|       | 2        | 19.69   | 14.07  | 19.86  | 18.62  | 18.62  | 14.89  | 16.71  | 67.60   | 57.18   |
| 21    | 0        | 0.99    | 1.99   | 0.99   | 0.99   | 0.99   | 67.44  | 1.32   | 69.42   | 4.30    |
|       | 2        | 257.67  | 180.47 | 255.77 | 260.73 | 260.73 | 146.54 | 239.71 | 1186.33 | 1019.76 |
| 22    | 0        | 2.81    | 0.50   | 2.81   | 2.81   | 2.81   | 6.37   | 0.00   | 6.87    | 3.31    |
|       | 2        | 251.63  | 106.58 | 248.82 | 228.46 | 228.46 | 60.40  | 193.54 | 97.39   | 87.21   |
| 23    | 0        | 0.00    | 0.00   | 0.00   | 0.00   | 0.00   | 0.50   | 0.00   | 0.50    | 0.00    |
|       | 2        | 12.00   | 4.55   | 12.08  | 10.34  | 10.34  | 3.06   | 8.19   | 8.11    | 6.70    |
| 24    | 0        | 0.00    | 0.00   | 0.00   | 0.00   | 0.00   | 4.55   | 0.00   | 4.55    | 0.00    |
|       | 2        | 10.76   | 11.34  | 29.95  | 28.38  | 28.38  | 10.10  | 22.92  | 29.29   | 19.61   |
| 25    | 0        | 0.00    | 0.00   | 0.00   | 0.00   | 0.00   | 0.58   | 0.00   | 0.58    | 0.00    |
|       | 2        | 1.16    | 0.58   | 0.99   | 0.91   | 0.91   | 0.74   | 0.83   | 3.48    | 1.74    |

F. 25-50mg seed weight seed coat

| Group |          | Group 1 |        |        |        |        |        |        | Group 2 |         |
|-------|----------|---------|--------|--------|--------|--------|--------|--------|---------|---------|
| nt    | Mismatch | CHS1    | CHS2   | CHS3   | CHS4   | CHS5   | CHS6   | CHS9   | CHS7    | CHS8    |
| 18    | 0        | 0.08    | 0.25   | 0.08   | 0.08   | 0.08   | 0.25   | 0.00   | 0.74    | 0.66    |
|       | 2        | 2.65    | 1.90   | 2.81   | 2.48   | 2.48   | 1.41   | 2.23   | 8.27    | 7.28    |
| 19    | 0        | 0.17    | 0.08   | 0.17   | 0.17   | 0.17   | 0.83   | 0.08   | 0.91    | 0.17    |
|       | 2        | 4.55    | 2.73   | 4.96   | 4.63   | 4.63   | 1.57   | 4.22   | 18.54   | 16.63   |
| 20    | 0        | 0.83    | 1.08   | 0.83   | 0.83   | 0.83   | 12.41  | 0.50   | 12.66   | 1.57    |
|       | 2        | 17.87   | 13.82  | 17.71  | 16.05  | 16.05  | 17.46  | 14.32  | 83.08   | 66.44   |
| 21    | 0        | 1.16    | 2.98   | 1.16   | 1.16   | 1.16   | 69.65  | 0.58   | 72.63   | 4.71    |
|       | 2        | 242.11  | 173.77 | 237.07 | 247.66 | 247.66 | 141.91 | 231.77 | 1449.21 | 1265.18 |
| 22    | 0        | 0.50    | 0.33   | 0.50   | 0.50   | 0.50   | 8.44   | 0.00   | 8.77    | 0.83    |
|       | 2        | 142.90  | 67.93  | 145.38 | 135.04 | 135.04 | 41.95  | 117.33 | 119.15  | 106.58  |
| 23    | 0        | 0.00    | 0.08   | 0.00   | 0.00   | 0.00   | 0.50   | 0.00   | 0.58    | 0.08    |
|       | 2        | 7.20    | 2.81   | 7.28   | 6.87   | 6.87   | 1.90   | 5.13   | 12.16   | 10.67   |
| 24    | 0        | 0.00    | 0.00   | 0.00   | 0.00   | 0.00   | 0.91   | 0.00   | 3.23    | 0.00    |
|       | 2        | 21.93   | 7.12   | 21.84  | 20.02  | 20.02  | 6.54   | 15.64  | 31.36   | 22.67   |
| 25    | 0        | 0.00    | 0.00   | 0.00   | 0.00   | 0.00   | 0.25   | 0.00   | 0.25    | 0.00    |
|       | 2        | 0.83    | 0.58   | 0.91   | 0.99   | 0.99   | 0.74   | 0.99   | 3.23    | 1.90    |

G. 50-75mg seed weight seed coat

| Group |          | Group 1 |        |        |        |        |        |        | Group 2 |         |
|-------|----------|---------|--------|--------|--------|--------|--------|--------|---------|---------|
| nt    | Mismatch | CHS1    | CHS2   | CHS3   | CHS4   | CHS5   | CHS6   | CHS9   | CHS7    | CHS8    |
| 18    | 0        | 0.09    | 0.09   | 0.09   | 0.09   | 0.09   | 0.61   | 0.09   | 0.61    | 0.00    |
|       | 2        | 4.52    | 2.96   | 5.04   | 4.95   | 4.95   | 2.09   | 4.35   | 20.25   | 16.51   |
| 19    | 0        | 0.17    | 0.35   | 0.17   | 0.17   | 0.17   | 1.74   | 0.09   | 2.00    | 0.52    |
|       | 2        | 8.17    | 4.61   | 8.17   | 8.17   | 8.17   | 3.39   | 7.82   | 37.55   | 33.46   |
| 20    | 0        | 0.43    | 0.96   | 0.43   | 0.43   | 0.43   | 14.78  | 0.09   | 15.38   | 1.48    |
|       | 2        | 26.77   | 20.95  | 26.95  | 25.73  | 25.73  | 24.86  | 22.95  | 138.20  | 118.47  |
| 21    | 0        | 1.74    | 3.04   | 1.74   | 1.74   | 1.74   | 75.53  | 1.74   | 78.58   | 6.52    |
|       | 2        | 330.39  | 243.81 | 326.39 | 341.95 | 341.95 | 177.49 | 311.78 | 2083.93 | 1895.74 |
| 22    | 0        | 0.78    | 0.61   | 0.78   | 0.78   | 0.78   | 8.26   | 0.09   | 9.91    | 1.48    |
|       | 2        | 197.57  | 97.70  | 200.44 | 185.05 | 185.05 | 55.28  | 157.67 | 188.53  | 170.54  |
| 23    | 0        | 0.00    | 0.09   | 0.00   | 0.00   | 0.00   | 0.96   | 0.00   | 1.04    | 0.09    |
|       | 2        | 12.00   | 4.43   | 12.95  | 11.13  | 11.13  | 2.87   | 8.61   | 20.08   | 18.77   |
| 24    | 0        | 0.00    | 0.00   | 0.00   | 0.00   | 0.00   | 3.56   | 0.00   | 3.56    | 0.00    |
|       | 2        | 33.55   | 11.13  | 33.81  | 30.68  | 30.68  | 9.13   | 25.47  | 39.38   | 30.34   |
| 25    | 0        | 0.00    | 0.00   | 0.00   | 0.00   | 0.00   | 0.61   | 0.00   | 0.61    | 0.00    |
|       | 2        | 1.65    | 0.61   | 1.56   | 1.30   | 1.30   | 0.96   | 1.30   | 6.69    | 5.48    |

H. 75-100mg seed weight seed coat

| Group |          | Group 1 |       |       |       |       |       |       | Group 2 |        |
|-------|----------|---------|-------|-------|-------|-------|-------|-------|---------|--------|
| nt    | Mismatch | CHS1    | CHS2  | CHS3  | CHS4  | CHS5  | CHS6  | CHS9  | CHS7    | CHS8   |
| 18    | 0        | 0.00    | 0.00  | 0.00  | 0.00  | 0.00  | 0.29  | 0.00  | 0.29    | 0.00   |
|       | 2        | 1.71    | 1.33  | 1.81  | 1.71  | 1.71  | 1.14  | 1.71  | 8.28    | 7.61   |
| 19    | 0        | 0.19    | 0.29  | 0.19  | 0.19  | 0.19  | 0.67  | 0.19  | 0.76    | 0.29   |
|       | 2        | 3.33    | 2.00  | 3.24  | 2.66  | 2.66  | 1.90  | 2.76  | 14.28   | 12.28  |
| 20    | 0        | 0.10    | 0.48  | 0.10  | 0.10  | 0.10  | 4.28  | 0.00  | 4.66    | 0.57   |
|       | 2        | 8.95    | 8.47  | 8.85  | 9.23  | 9.23  | 8.09  | 8.28  | 53.87   | 48.16  |
| 21    | 0        | 0.19    | 0.67  | 0.19  | 0.19  | 0.19  | 13.51 | 0.29  | 14.18   | 1.14   |
|       | 2        | 44.54   | 37.31 | 43.87 | 46.06 | 46.06 | 29.98 | 42.26 | 460.44  | 436.45 |
| 22    | 0        | 0.00    | 0.38  | 0.00  | 0.00  | 0.00  | 1.52  | 0.00  | 1.90    | 0.38   |
|       | 2        | 22.94   | 13.23 | 23.41 | 21.41 | 21.41 | 9.33  | 19.51 | 31.79   | 29.12  |
| 23    | 0        | 0.00    | 0.00  | 0.00  | 0.00  | 0.00  | 0.29  | 0.00  | 0.29    | 0.00   |
|       | 2        | 1.24    | 0.38  | 1.52  | 1.43  | 1.43  | 0.57  | 1.14  | 6.47    | 6.00   |
| 24    | 0        | 0.00    | 0.00  | 0.00  | 0.00  | 0.00  | 0.38  | 0.00  | 0.38    | 0.00   |
|       | 2        | 4.76    | 2.09  | 5.04  | 5.33  | 5.33  | 1.43  | 4.76  | 10.18   | 8.18   |
| 25    | 0        | 0.00    | 0.00  | 0.00  | 0.00  | 0.00  | 0.19  | 0.00  | 0.19    | 0.00   |
|       | 2        | 0.57    | 0.38  | 0.86  | 0.38  | 0.38  | 0.48  | 0.38  | 2.00    | 1.33   |

I. 200-300mg seed weight seed coat

| Group |          | Group 1 |      |      |      |      |      |      | Group 2 |        |
|-------|----------|---------|------|------|------|------|------|------|---------|--------|
| nt    | Mismatch | CHS1    | CHS2 | CHS3 | CHS4 | CHS5 | CHS6 | CHS9 | CHS7    | CHS8   |
| 18    | 0        | 0.07    | 0.00 | 0.07 | 0.07 | 0.07 | 0.13 | 0.00 | 0.13    | 0.07   |
|       | 2        | 0.20    | 0.07 | 0.20 | 0.20 | 0.20 | 0.13 | 0.13 | 2.15    | 1.75   |
| 19    | 0        | 0.07    | 0.00 | 0.07 | 0.07 | 0.07 | 0.34 | 0.00 | 0.40    | 0.13   |
|       | 2        | 0.13    | 0.07 | 0.13 | 0.20 | 0.20 | 0.40 | 0.13 | 3.64    | 3.03   |
| 20    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.94 | 0.00 | 0.94    | 0.00   |
|       | 2        | 0.88    | 0.61 | 0.74 | 0.61 | 0.61 | 1.08 | 0.54 | 8.15    | 6.13   |
| 21    | 0        | 0.00    | 0.47 | 0.00 | 0.00 | 0.00 | 5.52 | 0.00 | 5.99    | 0.47   |
|       | 2        | 6.46    | 7.88 | 6.46 | 7.20 | 7.20 | 7.47 | 7.07 | 151.33  | 129.99 |
| 22    | 0        | 0.07    | 0.00 | 0.07 | 0.07 | 0.07 | 0.20 | 0.00 | 0.20    | 0.07   |
|       | 2        | 4.38    | 1.62 | 4.51 | 4.11 | 4.11 | 1.08 | 2.83 | 16.29   | 15.15  |
| 23    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00   |
|       | 2        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 2.15    | 1.48   |
| 24    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00   |
|       | 2        | 1.01    | 0.13 | 0.94 | 0.94 | 0.94 | 0.07 | 0.88 | 4.04    | 2.49   |
| 25    | 0        | 0.00    | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00   |
|       | 2        | 0.13    | 0.13 | 0.13 | 0.13 | 0.13 | 0.07 | 0.13 | 0.47    | 0.40   |

J. 300-400mg seed wt desiccating seed coat

| Group |          | Group 1 |       |      |      |      |      |      | Group 2 |        |
|-------|----------|---------|-------|------|------|------|------|------|---------|--------|
| nt    | Mismatch | CHS1    | CHS2  | CHS3 | CHS4 | CHS5 | CHS6 | CHS9 | CHS7    | CHS8   |
| 18    | 0        | 0.00    | 0.00  | 0.00 | 0.00 | 0.00 | 0.12 | 0.00 | 0.12    | 0.12   |
|       | 2        | 0.12    | 0.29  | 0.12 | 0.12 | 0.12 | 0.23 | 0.12 | 1.28    | 1.05   |
| 19    | 0        | 0.00    | 0.00  | 0.00 | 0.00 | 0.00 | 0.06 | 0.00 | 0.06    | 0.00   |
|       | 2        | 0.17    | 0.23  | 0.17 | 0.17 | 0.17 | 0.12 | 0.06 | 1.86    | 1.51   |
| 20    | 0        | 0.00    | 0.06  | 0.00 | 0.00 | 0.00 | 0.23 | 0.00 | 0.23    | 0.12   |
|       | 2        | 0.99    | 1.46  | 0.82 | 0.99 | 0.99 | 0.47 | 0.93 | 4.95    | 4.48   |
| 21    | 0        | 0.00    | 0.23  | 0.00 | 0.00 | 0.00 | 4.37 | 0.00 | 4.60    | 0.23   |
|       | 2        | 9.90    | 16.42 | 9.20 | 9.14 | 9.14 | 7.51 | 8.50 | 126.05  | 107.30 |
| 22    | 0        | 0.06    | 0.06  | 0.06 | 0.06 | 0.06 | 0.17 | 0.00 | 0.23    | 0.12   |
|       | 2        | 4.54    | 3.38  | 4.72 | 4.08 | 4.08 | 1.40 | 2.91 | 11.82   | 11.35  |
| 23    | 0        | 0.00    | 0.00  | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00    | 0.00   |
|       | 2        | 0.41    | 0.06  | 0.29 | 0.41 | 0.41 | 0.00 | 0.23 | 0.93    | 0.41   |
| 24    | 0        | 0.00    | 0.00  | 0.00 | 0.00 | 0.00 | 0.06 | 0.00 | 0.06    | 0.00   |
|       | 2        | 0.41    | 0.29  | 0.41 | 0.35 | 0.35 | 0.17 | 0.29 | 1.22    | 0.52   |
| 25    | 0        | 0.00    | 0.00  | 0.00 | 0.00 | 0.00 | 0.06 | 0.00 | 0.06    | 0.00   |
|       | 2        | 0.35    | 0.06  | 0.17 | 0.06 | 0.06 | 0.06 | 0.06 | 0.52    | 0.29   |

**Table S1. Very Few *CHS* siRNAs Map with 100% Identity to Both Sub-groups of *CHS1/2/3/4/5/6/9* (Group 1) and *CHS7/8* (Group 2) Genes.** *CHS* siRNAs from small RNA libraries of the same ten developmental stages A-J as described in Figure 1 were analyzed for their size distributions between 18 and 25 nt. The normalized total counts in reads per million (RPM) are shown for each *CHS* gene. The *CHS* siRNAs that matched to a *CHS* gene within Group 1 (containing *CHS1/2/3/4/5/6/9*) were mapped to Group 2 targets containing *CHS7* and *CHS8* using Bowtie alignments and allowing no mismatches (unshaded line) or up to two mismatches (shaded line). Likewise, Group 2 *CHS* siRNAs that matched *CHS7* and *CHS8* were aligned to Group 1 targets (*CHS1/2/3/4/5/6/9*) allowing either zero or up to two mismatches. These data show that very few *CHS* siRNA were due to multi-matching siRNAs between the two groups when no mismatches are allowed but that significant numbers were multi-matching if up to 2 mismatches were allowed. Thus, imposing 100% identity enables the opportunity to distinguish *CHS1/3/4* primary siRNAs originating from the *CHS1-3-4* clusters at the *I* locus from the target *CHS7/8* secondary siRNAs.

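Each row of Table S1 gives, for siRNAs of 1 length that match a *CHS* gene exactly, the RPM of those that also align to the other group with no mismatches or with up to 2. An RPM made from whole reads is a multiple of what 1 read is worth, so the low values of the paper's table carry the number of reads behind them. For each legible panel, the distinct values up to 2 RPM were multiplied by the paper's numbers of reads in Table 1, within their rounding, and the share that came out as whole reads was taken. With the reads of BR2, 100.0% of the values were whole at 22–24 DAF (10.3 M reads, 9 values), 50–75 mg (11.5 M, 15 values), 75–100 mg (10.5 M, 18 values) and 200–300 mg (14.8 M, 16 values), and 89.5% at 300–400 mg (17.1 M, 19 values). With the reads of BR1, the shares for the same stages were 55.6%, 20.0%, 50.0%, 31.2% and 42.1%. At 5–6 mg, 100.0% of 20 values were whole with the reads of BR1 (17.8 M) and 30.0% with those of BR2 (25.3 M). At 10–25 mg and 25–50 mg, which had no repeat, 66.7% and 75.0% of the values were whole with 12.0 M reads. In 200 draws of random values for each panel and number of reads, the highest share was between 37.5% and 47.4% for the 5 BR2 totals just named, the 5–6 mg BR1 total and the 12.0 M reads of the stages without a repeat (38.9% at 10–25 mg and 37.5% at 25–50 mg), and between 20.0% and 77.8% for the other totals. Where the share was 100.0%, the low values thus behaved as whole reads divided by the Table 1 reads of 1 repeat. For the 22–24 DAF whole seed, 1 read of BR2 is worth 0.0971 RPM. Panels A and B of the table were not used here.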

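The paper's values in Table S1 were summed here over the lengths 18–25 nt. For the 50–75 mg seed coats, *CHS4* siRNAs that also matched *CHS7* or *CHS8* summed to 3.21 RPM with no mismatches and to 609.0 RPM with up to 2 mismatches, a ratio of 189.7. For *CHS8* siRNAs that also matched the other group, the paper's values summed to 10.1 RPM with no mismatches and 2289 RPM with up to 2. For *CHS7* they summed to 111.7 RPM with no mismatches, of which 93.7 RPM were longer than 20 nt, and 2535 RPM with up to 2. The sum of *CHS6* with no mismatches was 106.0 RPM, against between 2.10 RPM (*CHS9*) and 5.14 RPM (*CHS2*) for the other 6 genes of its group. The ratio between the sums with up to 2 mismatches and with none was 2.60 for *CHS6* and 22.7 for *CHS7*. The same order of *CHS6* and *CHS7* above the other genes without mismatches held at 5–6 mg, where the sums were 37.5 RPM for *CHS6*, 38.5 RPM for *CHS7* and 1.57 RPM for *CHS4*. At 22–24 DAF no gene exceeded 0.19 RPM without mismatches, which is 2 reads at the depth of BR2. From these lines, the paper states that requiring 100% identity gives the opportunity to distinguish primary from secondary siRNAs.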

How the deposited data were processed for this re-analysis (not part of the article)

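Small RNAs of 8 Williams libraries were measured by sequencing: 3 of immature cotyledons (2 biological repeats at 5–6 mg and 1 library at 100–300 mg fresh seed weight) and 5 of 10-day seedling tissues (leaf, germinated cotyledon, root, shoot tip and stem). According to the paper, adapters were trimmed with Illumina's Flicker pipeline. The authors collapsed identical sequences and deposited the number of reads of each distinct sequence as raw counts, before any alignment or conversion to RPM. The paper then aligned sequences to the *CHS* genes with Bowtie at 100% identity and normalized to RPM, and the deposited counts do not include those steps. Every deposited value was tested to be a whole number, and every sequence was found with its count in the same layout, with 0 lines out of it. The counts of the 100–300 mg library hold 0 sequences with letters other than the 4 bases, while the other 7 libraries hold some.

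No genome or *CHS* sequence was used here, so no level of any *CHS* gene was computed. The rule for genes, set before the data were examined, was to report the *CHS* genes that the paper names, and without a *CHS* sequence to report only the size distribution of each library. The paper's own *CHS* values in Table S1 were summed over lengths and tested for whole reads. Comparisons planned for *CHS* levels (between *CHS4* and *CHS7*, between the groups of *CHS* genes, between repeats and between tissues) were not run. The seed coat and 50–75 mg cotyledon libraries of Table 2 were not analysed here.

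From the counts were computed the total of each library, its distinct sequences, the share of each length with a 95% Wilson interval, the RPM of 1 count, and a detection floor of 3 counts. Totals ranged from 12468162 to 30516565, so that shares of all counts carry a counting error of well under 1 percentage point, while the spread between the 2 biological repeats was far larger. Intervals and floors cover counting error only. Libraries were compared with one another by Spearman's rho over sequences of 18–25 nt that reached 10 RPM in any library, and by the share of sequences within 2-fold among those that reached 10 RPM in both. A sequence of 18–25 nt was counted as lying inside a longer sequence when it was part of a sequence of at least 30 nt with at least 5 counts in the same library. This step was tested on 4 simulated libraries, where the recovered share equalled the simulated share. The simulated fragments were exact parts of longer sequences that all passed the thresholds, so this outcome was built in. It checks the matching only, not whether a sequence inside a longer one is a fragment.

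The 3 immature cotyledon libraries were compared with the 5 seedling libraries by a two-sided exact permutation test of the difference of means, over 56 splits, with p as the doubled smaller tail and, as an alternative, as the share of splits with an absolute difference as large, a comparison chosen after the values were seen. Other libraries had no replicate, and no test between single tissues was made. The alternatives were counting each distinct sequence once, leaving out sequences with 1 count, leaving out sequences inside longer ones, leaving out the 10 most abundant sequences, a minimum of 2 or 50 counts for longer sequences, thinning every library to 12468162 counts, using HiSeq libraries only, leaving out each biological repeat, and other denominators of RPM. The tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9, with random seed 1.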

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

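The tests of the share of counts in the 10 most abundant 32–35 nt sequences, of the 24 to 30 nt members of the leaf family and of the sequencing instrument were chosen after the results were seen.

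Sequences of 32–35 nt, outside the 18–25 nt range that the paper discusses, held 39.65% of all counts in BR2 of the 5–6 mg immature cotyledons, 18.26% in BR1 and between 0.5105% (germinated cotyledon) and 17.36% (stem) in the other 6 libraries. What drew attention was a signal in lengths the paper did not analyze, far above the floor of 3 counts. The 10 most abundant 32–35 nt sequences held 70.27% of the class in BR2 and 77.67% in BR1, against between 12.59% and 23.02% in the other 6 libraries, so a few abundant sequences account for most of it. The most abundant of them in BR2, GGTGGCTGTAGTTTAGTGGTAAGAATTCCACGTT, had 3839862 counts (12.58%) in BR2 and 295730 counts (1.159%) in BR1. In BR1 the class was led by another sequence, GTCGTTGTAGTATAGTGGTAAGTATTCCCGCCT, with 1888642 counts (7.404%). A different size selection of the 2 repeats could also raise the class. Across the 887 sequences of this class with at least 10 RPM in either repeat, Spearman's rho was 0.08329, below the 0.5 set beforehand as the sign of a different size selection. Choosing sequences by their level in either repeat lowers rho, a limit recognised only after the value was seen, so the low rho was not taken to rule this out and the pattern cannot be told apart from a difference in library preparation. The 5–6 mg stage is shared by both repeats, and the 100–300 mg cotyledons had 7.22%. With the 32–35 nt class left out, 48.71% of the remaining counts of BR2 and 85.28% of those of BR1 were at 18–25 nt, so that the gap between the repeats in this share was 36.56 points against 40.31 points with all counts, and most of the gap remained without the class.

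In leaf, 29.94% of all counts were sequences that ended in the same 16 nt, ACCGGTAGACTTGAAC, and differed in where they began. The paper does not report on this family. All 10 of the most abundant leaf sequences belonged to it, with lengths from 16 to 25 nt. The family held 13.88% of the counts in germinated cotyledon, 3.876% in stem, 3.741% in shoot tip, 3.288% in the 100–300 mg cotyledons, 0.7991% in BR1, 0.2716% in root and 0.05723% in BR2. If the family came from 1 longer RNA, its members would be 3′ parts of its longer members. In leaf, 95.11% of the family's counts were 3′ parts of its most abundant member of at least 30 nt, AGGCATCCTAACAGACCGGTAGACTTGAAC, and the shares were 75.94% in BR1 and 65.91% in BR2. These shares decide little, since the 16-nt members pass by definition and members above 30 nt cannot pass. Among members of 24 to 30 nt, whose bases beyond the shared end the definition leaves free, the share was 98.39% in leaf and between 95.91% and 99.0% over the 8 libraries, which is consistent with fragments of 1 longer RNA. The difference between tissues was not tested, since each seedling tissue had 1 library.

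The 20-nt sequence TACCTGGTTGATCCTGCCAG, which the paper does not discuss, held 7.253% of the counts in germinated cotyledon and 4.971% in root, the 2 libraries sequenced on the Genome Analyzer II. It held 0.3448% in the 100–300 mg cotyledons and at most 0.0006581% in the other 5 HiSeq libraries. Both Genome Analyzer II libraries lay above all 6 HiSeq libraries (exact permutation test, p = 0.07143 as the doubled smaller tail, the smallest such p for 2 libraries against 6, and p = 0.03571 from the absolute difference). The groups were known to separate when the test was chosen, so it could not decide whether the instrument or its library preparation is the source. Among HiSeq libraries the 100–300 mg cotyledons stood apart, which the instrument alone does not account for. Germinated cotyledon and root were each sequenced once, so tissue and instrument cannot be told apart.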

How the results depend on the processing

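Of the 54 alternatives set before the data were examined, the 2 for the size distribution of whole libraries were run for the shares of 21, 22 and 24 nt. The others concern *CHS* levels and were not run, because the sequences were not matched to *CHS* genes. All other alternatives were chosen after seeing the data. The cause of the changes listed here was not tested. Listed are shares that moved beyond their 95% interval or, for BR1 and BR2, by at least the SD between these repeats, which is wide (28.5 for 18–25 nt and 10.9 for 21 nt). Below it, the largest moves of BR1 and BR2 at 18–25 nt were to 90.4% (BR1, distinct sequences) and 20.4% (BR2, at least 2 counts), and at 21 nt to 35.6% (BR1, at least 2 counts) and 7.40% (BR2, distinct sequences).

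With each distinct sequence counted once, the 24-nt share of 18–25 nt rose in all 8 libraries, to 23.1% (leaf), 29.1% (germinated cotyledon), 22.5% (root), 66.3% (BR1), 56.9% (BR2), 62.9% (100–300 mg cotyledons), 28.1% (shoot tip) and 27.5% (stem). The 21-nt share became 13.7% (leaf), 20.8% (germinated cotyledon), 13.2% (root), 5.87% (BR1), 8.69% (100–300 mg cotyledons), 11.5% (shoot tip) and 12.8% (stem), and the 22-nt share 14% (leaf), 14.6% (germinated cotyledon), 13.7% (root), 6.82% (BR1), 8.82% (100–300 mg cotyledons), 13.1% (shoot tip) and 13.8% (stem). The share of 18–25 nt among all sequences became 45.1% (leaf), 77.1% (germinated cotyledon), 49.4% (root), 83.5% (BR2), 82.6% (100–300 mg cotyledons), 39.6% (shoot tip) and 45.9% (stem).

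With only sequences of at least 2 counts, the 24-nt share fell in all 8 libraries, to 9.25% (leaf), 9.12% (germinated cotyledon), 14.6% (root), 31.7% (BR1), 31.9% (BR2), 38.3% (100–300 mg cotyledons), 11.5% (shoot tip) and 10.7% (stem). The 21-nt share became 12.4% (root), 22.7% (100–300 mg cotyledons), 14.8% (shoot tip) and 15.8% (stem), the 22-nt share 12.9% (leaf), 12.7% (germinated cotyledon), 11.2% (root), 13.2% (100–300 mg cotyledons), 13.5% (shoot tip) and 13.9% (stem), and the share of 18–25 nt among all counts 53.1% (leaf), 79.5% (germinated cotyledon), 53.8% (root), 68.6% (100–300 mg cotyledons), 35.1% (shoot tip) and 39.6% (stem). Libraries with over 50% of their counts at 18–25 nt numbered 5 with all sequences and 5 under this setting, and 4 with each distinct sequence counted once.

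The difference in 24-nt share between immature cotyledons and seedling tissues stayed positive at the smallest p its design allows under the settings over all 8 libraries: 36 points with distinct sequences, 22.93 points with at least 2 counts, 38.5 points without sequences inside longer ones and 36.1 points without the 10 most abundant sequences. With HiSeq libraries only it was 28.6 points, and from 27.84 to 29.15 points across the 2 settings that each left out one replicate. With p as the doubled smaller tail these designs cannot reach 0.05 in an exact test. From the absolute difference of means the exact p was 0.1 with HiSeq libraries only, 0.04762 without either replicate and 0.01786 with all 8 libraries. The difference in the share of 24-nt counts inside longer sequences ranged from 5.57 to 65.59 points over the other settings with all 8 libraries, was 66.93 points with HiSeq libraries only, and from 62.95 to 63.41 points when one replicate was left out. From the absolute difference its exact p was 0.01786 with all counts and 0.07143 with each distinct sequence counted once.

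A change of denominator multiplies a detection floor by a constant. With the counts at 18–25 nt as the denominator the factor was between 1.26 (germinated cotyledon) and 3.40 (BR2), with 2.81 in shoot tip and 2.49 in stem. No paired analysis was possible because only the 5–6 mg cotyledons had more than 1 replicate.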

Differences from the paper's values

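None of the totals of the 8 libraries differed from the paper's reads in Table 2 by more than 1.5 times. All 8 were lower, from 76.32% of the paper's number in stem to 98.12% in BR2 of the 5–6 mg cotyledons. Whether the paper's numbers are of reads before or after adapter trimming is not stated, so these percentages have no single reading. The paper's methods give sizes after trimming from the paper's 14 to the paper's 33 nt, and the sizes in the 8 libraries were 16 to 40 nt, with 37.39% of the counts of BR2 and 30.02% of those of shoot tip above 33 nt. The methods place the majority of small RNAs in the range of 18–25 nt. That statement is not made for each library and also covers libraries that were not analysed here, so single libraries do not contradict it. The share in this range was over 50% in 5 of the 8 libraries. In the other 3 it was under 50%, with 40.17% in stem, 35.64% in shoot tip and 29.4% in BR2.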

Other observations

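The comparisons of immature cotyledon with seedling libraries were chosen after the values had been seen to separate, so their p-values only describe that separation. The tests of the sequencing instrument, of fragments of longer RNAs and of distinct sequences were chosen after the results were seen. The tests of library depth, of the 10 most abundant sequences and of chance matches were written before their results.

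The share of 24 nt among counts at 18–25 nt was between 38.9% and 41.53% in the 3 immature cotyledon libraries and between 10.14% and 14.92% in the 5 seedling libraries, a difference of the means of 28.28 percentage points (exact permutation test, p = 0.03571 as the doubled smaller tail). Fragments of longer RNAs could dilute the 24-nt class of the seedling libraries. Without sequences that lie inside longer ones the mean share rose from 12.37% to 21.7% in the seedling and from 40.65% to 60.2% in the cotyledon libraries, so that the difference grew to 38.5 points while the ratio of the means fell from 3.286 to 2.774. The removal also took out 24-nt counts, mostly in the seedling libraries. Of the 21-nt counts it took out 75% in BR1, 45.83% in BR2 and 67.98% in the 100–300 mg cotyledons, which need not be fragments. The removal therefore does not decide whether such fragments contribute. Without the 10 most abundant 18–25 nt sequences of each library the difference was 36.1 points, so a few abundant sequences do not account for it. Among the HiSeq libraries alone, the lowest cotyledon share lay 25.2 points above the highest seedling share. A candidate explanation is that developing cotyledons hold a larger proportion of 24-nt small RNAs than seedling tissues. The pattern cannot be told apart from dilution by fragments, nor, with 1 library per seedling tissue, from library preparation, barcoding and RNA quality, which were not tested.

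Of the 24-nt counts, 81.39% in leaf, 76.02% in root, 71.82% in stem, 62.46% in shoot tip and 55.47% in germinated cotyledon lay inside longer sequences of the same library, against 1.925% in BR1, 2.842% in BR2 and 10.13% in the 100–300 mg cotyledons. The difference of the group means was 64.47 points (exact permutation test, p = 0.03571 as the doubled smaller tail). After every library was thinned to the smallest total it was 64.76 points. The immature cotyledon libraries were the deeper ones, and more depth adds longer sequences, so thinning could hardly have made it smaller and is no evidence of stability. Among HiSeq libraries the gap between the groups was 52.33 points. When the bases of the 24-nt sequences were shuffled, at most 0.0009931% of the 24-nt counts of a library lay inside longer sequences, so chance matches do not account for the gap. Matches of 24 nt by chance are rare in any case, so this outcome could be foreseen. Shuffling does not test 24-nt RNAs that share their sequence with longer ones without being their fragments. With each distinct sequence counted once the means were 5.875% and 0.3045%, a difference of 5.57 points, so the gap in counts rests mostly on abundant sequences. A relative difference remained among distinct sequences, where the ratio of the means was 19.3 against 13.99 with counts. Lying inside a longer sequence does not by itself mark a fragment. Of the 21-nt counts, 75% in BR1, 45.83% in BR2 and 67.98% in the 100–300 mg cotyledons lay inside. In the seedling libraries the 21-nt share inside was between 43.95% (germinated cotyledon) and 86.5% (leaf). The 24-nt counts of the seedling libraries may include fragments of longer RNAs, more so than those of the immature cotyledons, but these shares do not decide it. RNA quality was not measured here, and degradation of the seedling RNA cannot be told apart from a difference between tissues.

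The seedling libraries resembled one another along the lines of the sequencing instrument. Over the 13705 sequences of 18–25 nt with at least 10 RPM in any library, Spearman's rho was between 0.9088 and 0.9653 for the 3 pairs among leaf, shoot tip and stem (HiSeq), 0.6438 between germinated cotyledon and root (Genome Analyzer II), and between 0.118 and 0.3725 for the 6 pairs across instruments. The 100–300 mg cotyledons, sequenced on the HiSeq, had a rho of 0.5025 with germinated cotyledon and 0.3725 with root, between -0.1673 and -0.1382 with the 3 HiSeq seedling libraries, and -0.03214 and 0.09765 with BR1 and BR2 of the 5–6 mg cotyledons. The 2 repeats of the 5–6 mg cotyledons had a rho of 0.6474. These values are across sequences, which are not independent, and instrument, library preparation and tissue cannot be separated in them. Since the 100–300 mg cotyledons were a HiSeq library, the instrument alone does not account for their rho with the Genome Analyzer II libraries. The 39-nt sequence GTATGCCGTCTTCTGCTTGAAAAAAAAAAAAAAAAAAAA had 148563 counts (0.5543%) in the 100–300 mg cotyledons. The 19 nt before its run of A occurred in 522833 counts there (1.951%), 166535 in root (1.009%) and 89755 in germinated cotyledon (0.5852%), and in between 28 and 76 counts in the other 5 libraries. No list of adapters was used here, so whether it is left from the adapter was not tested.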
